# Physiological Effects of Water Flow Induced Swimming Exercise in Seabream *Sparus aurata*

**DOI:** 10.3389/fphys.2020.610049

**Published:** 2020-12-07

**Authors:** Arjan P. Palstra, Ana Roque, Leo Kruijt, Pauline Jéhannet, Jaume Pérez-Sánchez, Ron P. Dirks

**Keywords:** aquaculture, robustness, growth performance, stress resilience, vertebral lordosis, RNAseq

## Abstract

A longer on-land rearing period of Gilthead seabream *Sparus aurata* before transfer to sea-cages would allow the farmer to benefit from exercise-enhanced growth, resilience, and robustness as induced by increasing water flow in the tanks. In this study, the physiological effects of flow-conditioning were investigated by subjecting large groups of experimental fish to minimal flow or to flow regimes inducing swimming exercise at 1 or 2 body length (BL) s^−1^ for a period of 8 months (February–October) in 1,500 L tanks. Fish representing the three treatment groups were then used for: (1) a stress challenge netting test and plasma cortisol measurement (baseline, peaking, and recovery levels), (2) blood plasma measurements of glucose, triglycerides, lactate, cholesterol, growth hormone (GH), and insulin-like growth factor 1 (IGF1), and (3) heart and muscle gene expression of the GH and IGF1 receptors and the muscle transcriptome by deep RNA sequencing (RNAseq). Fish size after 8 months of flow conditioning was 92 ± 27 g body weight (BW) for fish under minimal flow, 106 ± 24 g BW (+15%) at 1 BL s^−1^, and 125 ± 27 g BW (+36%) at 2 BL s^−1^. Flow conditioning at 1 BL s^−1^ provided optimal conditions for growth and uniformity, but also stress (lowest baseline plasma cortisol), robustness (higher condition factor and larger hearts), and energy mobilization (increased plasma glucose). Although flow enhanced growth linearly with swimming speed, also the percentage of lordotic fish increased with exercise, particularly high for swimming at 2 BL s^−1^. The absence of important differences in plasma GH and IGF1, and expression levels of their receptors in heart and white skeletal muscle, indicated that other factors may be involved in growth enhancement. RNAseq of the white skeletal muscle showed upregulated expression of genes involved in muscle contraction, muscle development and its molecular regulation, and immune genes that may play a role in the muscle repair mechanism. An exercise regime of swimming at 1 BL s^−1^ can be considered as optimal for farming robust seabream although the increase of skeletal deformities should be avoided.

## Introduction

Gilthead seabream (*Sparus aurata*) is currently the most important species in Mediterranean aquaculture. Seabream is raised on-land in recirculating or flow through systems until sizes of 2 up to 20 g when they are transferred to sea-cages. During the on-land period, juvenile fish can be conditioned by swimming against the flow in order to stimulate (muscle) growth and increase robustness (Davison, 1997; Palstra and Planas, 2011; McKenzie et al., 2020). By holding fish on-land up to a size of 20 g or even larger under an increased flow regime, the farmer could benefit from increased robustness as mitigation measure against the negative physiological impact of handling, transportation, and acclimation to a novel environment, all associated with transfer to sea.

In case of seabream fingerlings and juveniles, long-term exercise significantly enhances growth performance (Ibarz et al., 2011; Sánchez-Gurmaches et al., 2013; Blasco et al., 2015; Vélez et al., 2016). The fingerlings of this species in the range of 5 up to 20 g increased 18% more in body weight than the controls when exercised at ~0.25 m s^−1^ for a 5-week period, corresponding to 5 BL s^−1^ at the start of the experimental period and decreasing to ~2.8 BL s^−1^ at the end (Blasco et al., 2015). The metabolic optimal swimming speed is the speed where fish swim most efficiently and which is linked to optimal growth for fish with high metabolic scope (Davison and Herbert, 2013). For juvenile seabream, highest exercise-enhanced growth rates are not found at the metabolic optimal swimming speed (4.51 ± 0.99 Sl s^−1^ for fish of 68 ± 21 g; Palstra et al., 2020; unpublished swim-training data, Graziano and Palstra), but at much lower swimming speeds. Ibarz et al. (2011) reported a 9% increase in body weight for seabream juveniles of ~90 g at the start that were exercised at 1.5 BL s^−1^ for 1 month. A major role for the growth hormone (GH)/insulin-like growth factors (IGFs) axis is expected in the endocrine regulation of exercised-enhanced growth, also in seabream. Hepatic IGF1 is produced and released into the circulation of trained seabream, where the IGF1/GH ratio rises (in fingerlings and juveniles; Sánchez-Gurmaches et al., 2013; Blasco et al., 2015; Vélez et al., 2016). In parallel with the increased IGF1/GH ratio, gene expression of several members of the GH-IGFs axis in the muscle differentiates, suggesting a functional relation in fingerlings (Vélez et al., 2016). An exercise-induced protein-sparing effect allows for the muscle building in juvenile seabream (Felip et al., 2013).

Long-term swimming exercise can be considered as physical stressor that impacts secretion of cortisol, either lowering plasma levels in salmonids (Boesgaard et al., 1993; Herbert et al., 2011) or increasing them in zebrafish (Palstra et al., 2019). However, cortisol signaling through the glucocorticoid receptor does not seem to play an important role in exercise-enhanced growth of zebrafish (Palstra et al., 2019). Exercise training may also modulate the cortisol stress response (Young and Cech, 1994), thereby potentially lowering the magnitude of the peak levels and/or shortening recovery times (Veiseth et al., 2006). As such, the cortisol stress response reflects the fish’ resilience or “the capacity of the animal to be minimally affected by a disturbance or to rapidly return to homeostasis” (Colditz and Hine, 2016).

Besides exercise effects on growth and stress coping, body changes occur as training adaptation reflecting a more aerobic phenotype. A more hydrodynamic and leaner body shape (Koumoundouros et al., 2009) with less body cavity volume available for tissues (Palstra et al., 2020), a larger heart with higher pumping capacity and cardiac output (Farrell, 1991; Farrell et al., 2007, 2009), changes in plasma levels of fuels for muscle contraction (Magnoni et al., 2013), and increased muscle angiogenesis (Palstra et al., 2014; Moya et al., 2019) can be expected. The mechanical load on the skeleton that exercise brings changes developmental prioritization (Fiaz et al., 2012) and leads to more skeletal mass (Totland et al., 2011; Suniaga et al., 2018). Such body changes may contribute to the fish’ robustness or “the capacity to maintain productivity in a wide range of environments without compromising reproduction, health and wellbeing” (Knap, 2005; Colditz and Hine, 2016).

In the present study, we have assessed the physiological effects of long-term water flow induced swimming exercise in juvenile seabream at 1 and 2 BL s^−1^ for an 8-month period vs. controls at minimal flow. The effects on growth, the cortisol stress response, biometry and tissue weights, energy metabolism, growth axis parameters, and the white skeletal muscle transcriptome were assessed in order to grasp the full physiological array of exercise effects and gain mechanistic insights in the molecular regulation of muscle development in juvenile seabream. Conclusions will contribute to provide advice to farmers on how to benefit from water flow induced swimming exercise to increase growth and robustness of seabream during an extended on-land rearing period.

## Materials and Methods

### Experimental Set-Up: Flow Conditioning and Sampling

Experiments were conducted at IRTA facilities (Sant Carles de la Ràpita, Spain). Three 1,500 L conic tanks (150 cm diameter), connected in a recirculating aquaculture system, were modified for flow-conditioning: inner PVC rings of 20 cm diameter with holes on the lower side for self-cleaning were placed over the center drainage, water level was reduced to half, and water inlet came through flattened pipes. Flow velocity measurements were performed with a FP101 water flow probe and showed that flow was homogenous and maximally 0.51 m s^−1^. Flow velocity was linked to a valve position in order to adjust in relation to fish size. At the end of January, *N* = ~3,300 fish (BW ~ 2 g; BL 39 ± 4 mm on basis of measuring 30 fish) were purchased from Culmar (Alicante, Spain) and randomly divided over the tanks (so ~1,100 fish per tank with a density of 3 kg m^−3^ that was maintained by monthly random removal of fish).

After an acclimation period of 2 weeks, one tank was kept at minimal flow while flow conditioning in the two other tanks commenced with swimming at 1 and 2 BL s^−1^, respectively [with standard length (SL) taken as body length (BL)]. At every feeding event, flow was stopped for 20 min. Fish were manually fed twice per day *ad libitum* with commercial seabream pellets (Skretting, Spain). As fish grew bigger, pellet size was adjusted by mixing the 2 sizes for a week before switching to the larger size.

Water temperature and dissolved oxygen (DO) were automatically measured every 5 min. Water temperature was 18 ± 0.5°C and DO 6.0 ± 0.5 mg L^−1^ over the whole experimental period. Salinity was kept at 35 ppt, and the light regime was natural. pH was measured weekly with a handheld probe (YSI) and was in the range of 7.1–7.8. Ammonium and nitrite were measured once a week with Merck kits. Ammonium was considered zero throughout the experiment except for July when it was 1.6 mg L^−1^ but after adding bicarbonate, levels slowly decreased until the end of September. Nitrite started at 1.50 mg L^−1^, then increased during the next month to 3.75 mg L^−1^, and then down to stabilize at levels of 0.2–0.3 mg L^−1^.

Every 2 weeks during the first 2 months and subsequently every month (*N* = 11 measurements incl. start) over the period January–September, a subsample of fish per tank (*N* = 15–100 per group with representative *N* per group to keep variation over time similar) was measured for SL and weighed for BW to monitor growth and to adjust the swimming speed by further opening the valve and increasing water inlet pressure. After 8 months in October, *N* = 40 fish per tank were used for measurements and sampling. Fish were randomly scooped out of the tanks alternating between tanks and euthanized with an overdose of MS222 (70 mg L^−1^). Fish were photographed for analysis of morphological abnormalities, measured for BW and SL, and the condition factor *K* was calculated. Heart and mesenteric fat were dissected and weighed, and the cardiac index (CI) and the mesenteric fat index (MFI) were calculated as:

$$\left(\mathrm{tissue weight}/\mathrm{BW}\right)*100\%$$

Of the first *N* = 10 of these *N* = 40 fish per tank, a blood sample (2 × 1 ml) was taken from the dorsal aorta with heparin flushed syringe, placed on ice, then spinned, and plasma was stored at −80°C. Intestine, liver, and spleen were dissected and weighed, and the intestinal index (II), hepatosomatic index (HSI), and spleen index (SI) were calculated as described above. The left overs were weighed as carcass weight, and the carcass index was calculated. Duplicate white muscle tissue samples and heart samples were taken, fixed in liquid nitrogen, and then stored at −80 °C at IRTA and WUR.

### Experimental Set-Up: Stress Challenge Test and Sampling

After the 8 months of flow conditioning, a stress challenge test was performed. The stress challenge consisted of 3 min of netting stress (Arends et al., 1999). Groups of *N* = 10 fish were subjected to the netting stressor, and then allowed to recover group-wise in 60 L boxes with aerated water. Fish were sampled for blood immediately and without netting stress for baseline cortisol levels (*N* = 10 fish per treatment), and then at 30 and 90 min after netting stress (each *N* = 10 fish per treatment), supposedly reflecting peaking and decreasing cortisol levels, respectively. For this purpose, fish were very shortly anesthetized, and then rapidly sampled for blood which was processed as described before.

### Blood Plasma Measurements

Plasma cortisol levels were determined using the Fish cortisol ELISA Kit of Cusabio. Plasma glucose (gluc), cholesterol (chol), and triglyceride (tg) levels were enzymatically determined (tg without glycerol correction). Lactate (lact) levels were determined using the lactate dehydrogenase method converting lactate to pyruvate. Photometric measurements of gluc, chol, tg, and lact were performed by the Utrecht University Veterinary Diagnostic Laboratory using the Clinical Chemistry Analyzer Olympus AU 680 (Beckman Coulter, Woerden, Netherlands). Plasma growth hormone (GH) was determined by a homologous gilthead seabream radioimmunoassay (RIA; Martínez-Barberá et al., 1995). Sensitivity and midrange (ED50) of the GH RIA assay were 0.15 and 1.8 ng/ml, respectively. Plasma IGFs were extracted by acid-ethanol cryoprecipitation (Shimizu et al., 2000), and the concentration of IGF1 was measured by a generic fish IGF1 RIA validated for Mediterranean perciform fish (Vega-Rubín de Celis et al., 2004). Sensitivity and midrange of the IGF1 RIA assay were 0.05 and 0.7–0.8 ng/ml, respectively. The IGF1/GH ratio was calculated.

### Heart and White Skeletal Muscle RT-PCR

Quantitative real-time PCR was performed as previously described (Jéhannet et al., 2019). Briefly, Total RNA was isolated from heart and muscle with Trizol Reagent (Invitrogen, CA, United States). Traces of DNA were digested with recombinant DNAse I (Ambion, CA, United States), and RNA was transcribed to cDNA with PrimeScript RT Reagent kit (Takara, Kusatsu, Japan). Quantitative real-time PCR was performed with SYBR Green Master Mix (Takara, Kusatsu, Japan), run on the QuantStudio™-5 real-time PCR system (ThermoFisher, Waltham, Massachusetts, United States). PCR conditions were 40 cycles of denaturation at 95°C for 5 min, annealing temperature at 55–60°C for 10 s, and extension at 72°C for 5 s. Melting curve analysis was performed to check for primer-dimers artifacts and reaction specificity. Primer sequences and annealing temperature are presented in Table 1. Primer efficiencies were determined by generating standard curves for the housekeeping and target genes. *R*^2^-values and efficiency for all standard curves were >0.99 and 100–110%, respectively. Data were expressed as fold change by using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001), whereby the treatment groups were each compared with the control group (e.g., 1 BL s^−1^ vs. C and 2 BL s^−1^ vs. C).

**Table 1:** Primers for each of the target genes used in real-time PCR (RT-PCR) analysis.

Target genes	Abv.	Accession number	Primer sequences	T°	Reference
Ribosomal protein S18	Rps18	AM490061.1	FW: GGGTGTTGGCAGACGTTAC RV: CTTCTGCCTGTTGAGGAACCA	60	Vieira et al., 2012
Growth hormone receptor 1	GHR1	AF438176	FW: ACCTGTCAGCCACCACATGA RV: TCGTGCAGATCTGGGTCGTA	60	Calduch-Giner et al., 2003
Growth hormone receptor 2	GHR2	AY573601	FW: GAGTGAACCCGGCCTGACAG RV: GCGGTGGTATCTGATTCATGGT	60	Saera-Vila et al., 2005
Insulin-like growth factor 1 receptor a	IGF1Ra	KT156846	FW: AGCATCAAAGACGAACTGG RV: CTCCTCGCTGTAGAAGAAGC	55	Azizi et al., 2016
Insulin-like growth factor 1 receptor b	IGF1Rb	KT156847	FW: GCTAATGCGAATGTGTTGG RV: CGTCCTTTATGCTGCTGATG	55	Azizi et al., 2016

FW, forward; RV, reverse; T°, annealing temperature.

### White Muscle RNAseq

RNA from white muscle tissue (*N* = 3 individuals per group; similar sized fish with normal morphology) was isolated using a miRNeasy kit (Qiagen). Illumina multiplexed RNAseq libraries were prepared from 0.5 μg total RNA using the Illumina TruSeq Stranded mRNA Library Prep according to the manufacturer’s instructions (Illumina Inc.). RNA concentrations measured with the Bio-analyzer ranged between 513 and 1,034 ng μl^−1^, and RIN values were generally 8–8.5. All RNAseq libraries were sequenced on an Illumina NovaSeq6000 sequencer as Illumina Paired-end 2 × 150 nt run (10 Mreads; 3 Gb) according to the manufacturer’s protocol. Image analysis and base calling were done by the Illumina pipeline. A total of 8 up till 12 million raw read counts were derived per sample. Quantitative analysis of the RNAseq data sets was performed by the alignment of reads against the Gilthead seabream (*S. aurata*) reference genome (https://www.ncbi.nlm.nih.gov/genome/11609?genome_assembly_id=389906) using TopHat (version 2.0.13; Trapnell et al., 2009) and 3–6 million (38.8–41.1%) of the RNAseq reads could be mapped. 

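The deposited tables of counts per gene model were made from these alignments. Over the 9 fish, glyceraldehyde-3-phosphate dehydrogenase of glycolysis held 17.2% of all counts, and a gene model described as alpha cardiac held 16%. The creatine kinase M-type gene models Sa_49005.2.1 and Sa_22826.1.1 held 4.65% and 3.94%, and the L-lactate dehydrogenase A chain 3.85%. The 10 most abundant gene models together took between 57.8% and 60.2% of the counts of a fish. Of the 61849 gene models in the tables, 14465 had at least 1 count in at least 1 fish.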

Reference alignment was done, and the resulting files were filtered using SAMtools (version 1.2 using htslib 1.2.1; Li et al., 2009) to exclude secondary alignment of reads. For statistical comparison of gene expression levels between groups, aligned fragments per predicted gene were counted from SAM alignment files using the Python package HTSeq (version 0.6.1p1; Anders et al., 2014). In order to make comparisons across samples possible, these fragment counts were corrected for the total amount of sequencing performed for each sample. As a correction scaling factor, we employed library size estimates determined using the R/Bioconductor (release 3.3.2) package DESeq (Anders and Huber, 2010). Read counts were normalized by dividing the raw counts obtained from HTSeq by its scale factor. Aligned reads were processed using DESeq, whereby the treatment groups were each compared with the control group. Raw RNAseq data (reads) have been submitted to NCBI’s Gene Expression Omnibus (GEO) as GSE151668 study.^1^

### Statistics

All measurements were taken blinded to the treatment allocation of each experimental group. Statistical analyses were performed with IBM SPSS 25 software. Normality of distribution was tested for the smallest group sizes of *N* = 15 with Kolmogorov–Smirnov tests. Growth differences between experimental groups were analyzed by one-way ANOVA with Tukey’s *post hoc* correction. Also, biometrical data, tissue weights, plasma metabolites, and hormones were analyzed this way except for the not normally distributed glucose data. Non-parametric Kruskal–Wallis tests were used to analyze glucose level, *K*, hematocrit, tissue weight indices, IGF1/GH ratios and gene expressions fold change data, and Mann–Whitney tests to estimate the pairwise differences. Additionally, ANCOVA was performed for log transformed values of HW and BW as cofactor. A value of *p* < 0.05 was considered significant.

Differentially expressed genes (DEGs) of each treatment group vs. control group were identified and analyzed, and treatment effects compared. Because of the high individual variation among fish in general, FDR correction was not applied at these limited numbers of fish per group. Instead, all identified DEGs were scanned for expression differences on individual level which showed obvious difference in expression between groups with over 80% of the DEGs showing different expression for all fishes of the treated group vs. all fishes of the controls. 

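The adjusted p-values of the same comparisons were computed here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the gene models kept by the filter on low counts. The smallest was 0.966 for 1 BL s-1 vs. controls and 0.996 for 2 BL s-1 vs. controls. With DESeq2 in place of edgeR, L-serine dehydratase L-threonine deaminase, an enzyme of amino acid breakdown, had an adjusted p = 0.00536 at 2 BL s-1 (from 1.09e-12 without the low-count filter to 1 under other settings), and no gene model passed at 1 BL s-1, where the smallest adjusted p was 0.209. The authors' deposited tables list adjusted p-values no smaller than 1 in both comparisons with the controls. In these tables the median unadjusted p-value is 0.762 for 1 BL s-1 and 0.763 for 2 BL s-1.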

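For each gene model below an unadjusted p of 0.05 in the authors' deposited tables, the normalized counts of the 3 treated fish were set against those of the 3 controls. At 1 BL s-1, 88 of 97 gene models (90.7%) had every treated fish above, or every treated fish below, all 3 controls. At 2 BL s-1 this held for 65 of 75 gene models (86.7%). All 10 common genes of Table 3 were among them in both treatments. A single gene model separates 3 fish from 3 by chance in 10% of cases. Among gene models outside the tables with similar mean counts, 20 for each, the share was 11.2% (217 of 1940) at 1 BL s-1 and 7.4% (111 of 1500) at 2 BL s-1. The gene models were selected on these fish by their p-value, so their share is not independent of that selection.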

Gene ontology (GO) for upregulated DEGs of each comparison was manually performed on biological process level using Genecards. Most frequently occurring GO categories with the individual DEGs that contributed were considered.

## Results

### Swimming Performance

Water flow was applied up to a maximum of 0.37 m s^−1^ corresponding to a maximum average size when swimming at 2 BL s^−1^. Experimental fish displayed swimming behavior in all tanks: spontaneous and in multiple directions for the controls at minimal flow and sustained and unidirectional when induced to swim under flow treatments. For both water flows that induced swimming at 1 and 2 BL s^−1^, fish were in fact swimming harder than the flow. This indicates that the induced flows are low burdens for their endurance capacity. Not any experimental fish showed obvious signs of fatigue. Few mortality occurred during the experimental period (C: *N* = 44, 1 BL s^−1^: *N* = 31, 2 BL s^−1^: *N* = 12) and without obvious relation to the applied exercise regime.

### Growth Performance

During the whole experimental period, the order of experimental groups in growth rate was always similar (2 BL s^−1^ > 1 BL s^−1^ > minimal flow; Figure 1) but significance in differences was not always consistent. After 4 months, weight differences between groups were consistently significant (*p* < 0.001). Fish that were conditioned at 2 BL s^−1^ were significantly heavier than other groups (June 8th: *p* = 0.006 vs. 1 BL s^−1^ and *p* = 0.001 vs. controls; July 6th: *p* = 0.001 vs. 1 BL s^−1^ and controls). After 7 months, also fish conditioned at 1 BL s^−1^ were significantly heavier than the controls (August 20th: *p* = 0.023; September 18th: *p* = 0.019). Near to the end of the experimental period (September), body weight was 92 ± 27 g for fish at minimal flow; 106 ± 24 g (+15%) for fish at 1 BL s^−1^, and 125 ± 27 g (+36%) for fish at 2 BL s^−1^ (Figure 1). Growth was more uniform for the groups under flow (SD as percentage of average: 21.9 and 22.3%) than the group at minimal flow (29.2%).

**Figure 1:**
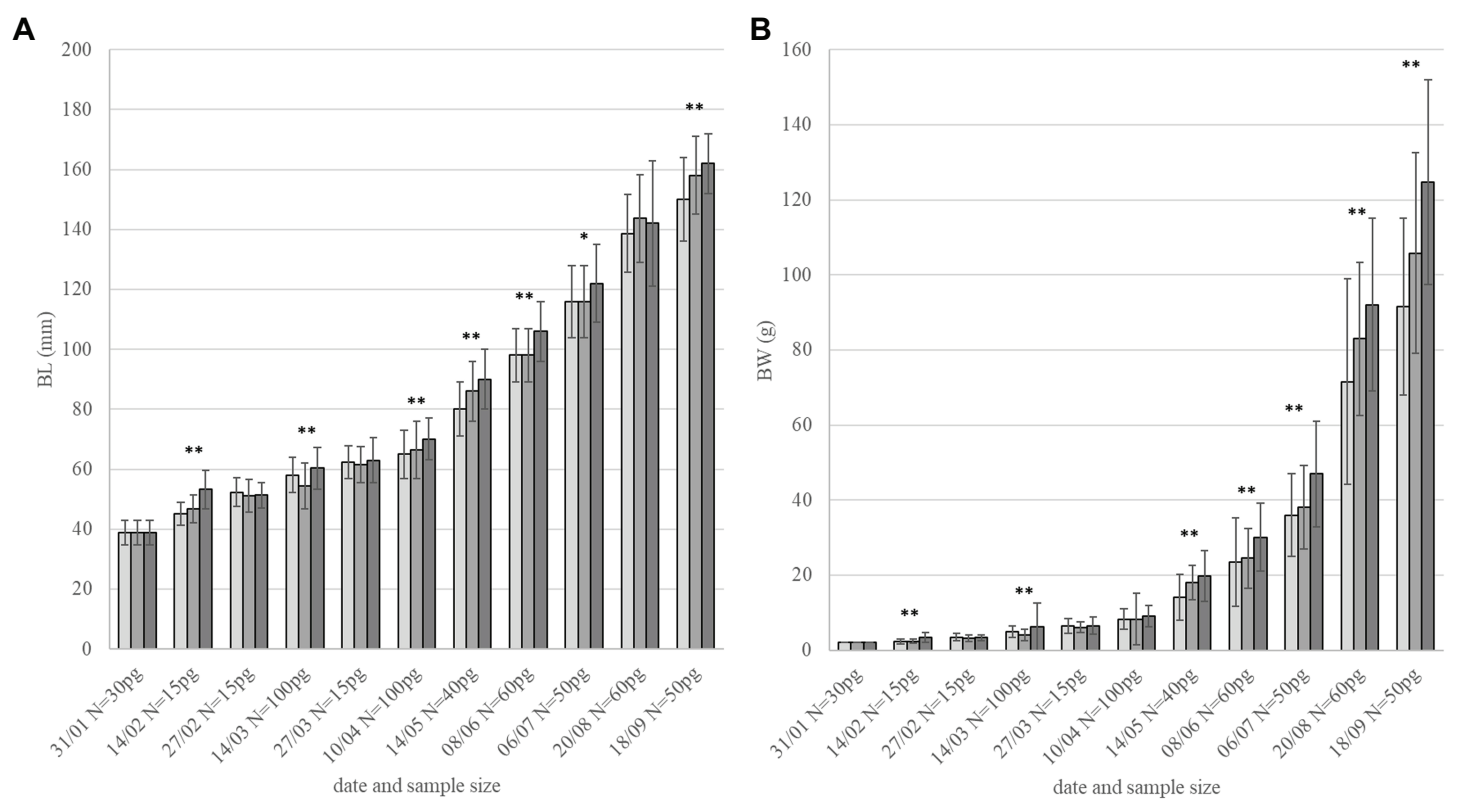
Growth performance. Fish size in **(A)** BL and **(B)** body weight (BW) over 8 months of flow conditioning (Jan-Sept, monitoring dates and sample size per group – pg. on the *x*-axis). Light gray: minimal flow. Medium gray: 1 BL s^−1^. Dark gray: 2 BL s^−1^. Asterisks indicate overall significant difference between groups for each date with ^*^p < 0.05 and ^**^p < 0.01.

### Biometry, Morphological Abnormalities, Tissue Weights, and Indices

Fish that were measured and dissected were of similar length but showed increase in weight in positive relation to the flow rate (*p* = 0.043) with fish conditioned at 2 BL s^−1^ being significantly heavier (188 ± 46 g vs. 177 ± 48 g and 162 ± 45 g for fish conditioned at 1 BL s^−1^ and the controls, respectively; *p* = 0.033; Table 2). As a result, *K* significantly increased in positive relation to the flow that was applied (*p* = 0.005).

**Table 2:** Morphology, biometry, tissue weight indices, hematocrit, plasma metabolites, and growth hormone growth hormone (GH) and insulin-like growth factor 1 (IGF1) levels.

		C AVG	SD	1 BL s^−1^ AVG	SD	2 BL s^−1^ AVG	SD
I.	lordosis	13%		23%		48%	
	SL (cm)	18.0	2.0	18.0	1.8	18.3	1.5
	BW (g)	**162**^**a**^	**45**	**177**^**ab**^	**48**	**188**^**b**^	**46**
	K	**2.72**^**a**^	**0.42**	**2.98**^**b**^	**0.39**	**3.07**^**c**^	**0.41**
	HW (g)	**0.19**^**a**^	**0.06**	**0.22**^**ab**^	**0.07**	**0.23**^**b**^	**0.07**
	CI	0.12	0.04	0.13	0.03	0.13	0.03
	MFW (g)	**1.69**^**a**^	**1.12**	**2.09**^**ab**^	**1.18**	**2.36**^**b**^	**1.01**
	MFI	**1.01**^**a**^	**0.56**	**1.14**^**ab**^	**0.47**	**1.25**^**b**^	**0.40**
II.	SW (g)	0.11	0.05	0.08	0.02	0.11	0.03
	SI	0.077	0.025	0.062	0.014	0.074	0.012
	LW (g)	1.48	0.80	1.39	0.34	1.51	0.43
	HSI	1.03	0.29	1.06	0.23	1.03	0.16
	IW (g)	3.70	0.98	3.63	0.54	4.12	0.79
	II	2.80	0.29	2.78	0.34	2.84	0.31
	carcass W (g)	120	36	113	14	131	29
	carcass I	89.4	0.8	85.5	10.4	89.8	0.9
	Hct %	38.5	5.8	40.1	4.6	36.7	3.8
	gluc (mmol L^−1^)	**3.9**^**a**^	**0.5**	**5.0**^**b**^	**0.9**	**3.9**^**a**^	**0.4**
	lact (mmol L^−1^)	4.0	1.1	4.8	1.6	3.4	1.2
	tg (mmol L^−1^)	3.2	0.9	2.9	0.6	2.6	0.7
	chol (mmol L^−1^)	7.2	0.9	7.1	0.5	7.1	0.9
	GH (ng ml^−1^)	13.84	8.88	10.59	6.85	6.23	2.92
	IGF1 (ng ml^−1^)	27.43	3.75	26.65	4.85	24.26	11.70
	IGF1/GH	1.74	0.56	3.71	2.43	4.21	3.53

Parameters (average AVG ± SD) in fish after conditioning for 8 months at minimal flow (C) and when induced to swim at 1 and 2 body length (BL) s^−1^. The first group of parameters (I) was monitored on a sample size of *N* = 40 fish per treatment group, the second group (II) on only the first *N* = 10 fish per treatment group. Significant differences (*p* < 0.05) are indicated in bold. For parameter abbreviations see text. ^a,^ ^b,^ ^c^ indicate what is similar and different from each other.

Photo analysis showed that abnormal morphology (e.g., vertebral lordosis) occurred at rates of 13 and 23% in control fish and fish conditioned at 1 BL s^−1^, respectively. In fish conditioned to swim at 2 BL s^−1^, the occurrence rate was much higher at 48%. In retrospect, first observation of lordosis was done on April 12th but must have been present already before that date.

Heart weight showed a significant difference between treatments (*p* = 0.004) with larger hearts in the fish that were conditioned to swim (*p* = 0.078 and *p* = 0.003 for fish swimming at 1 and 2 BL s^−1^). CI was not significantly higher in these fish, ANCOVA revealed a significant effect of the cofactor BW and a trend for HW (*p* = 0.087). Mesenteric fat also showed a significant difference between treatments (*p* = 0.028) with more fat in the fish that were conditioned to swim at 2 BL s^−1^ (*p* = 0.022). The MFI was also significantly higher in these fish (*p* = 0.007). Other tissue weights and indices did not reveal any significant differences between treatments.

### Hematocrit and Plasma Metabolites, GH and IGF1

Hematocrit and plasma glucose and lactate reflecting energy metabolism appeared to be higher in fish conditioned at 1 BL s^−1^, and then lower in fish conditioned at 2 BL s^−1^ vs. controls. This was only significant for glucose with 5.0 ± 0.9 vs. 3.9 ± 0.4 mmol L^−1^ in fish conditioned at 2 BL s^−1^ (*p* = 0.002) and 3.9 ± 0.5 mmol L^−1^ in the controls (*p* = 0.003). Triglycerides and cholesterol levels did not show any differences between treatment groups. Neither were plasma GH and IGF1 levels, and the IGF1/GH ratios, significantly different between treatment groups (Table 2).

### Stress Challenge Test and Plasma Cortisol

Fish that were not subjected to netting stress revealed a significant difference in baseline cortisol levels (*p* = 0.04) with fish conditioned at 1 BL s^−1^ having lower levels (3.22 ± 1.28 ng ml^−1^) than fish conditioned at 2 BL s^−1^ (6.45 ± 3.03 ng ml^−1^; *p* = 0.05) or kept at minimal flow (5.72 ± 3.63 ng ml^−1^; ns *p* = 0.11; Figure 2). Thirty minutes after netting stress, cortisol levels were almost peaking and nearly identical between groups (C: 24.36 ± 6.76 ng ml^−1^; 1 BL s^−1^: 24.48 ± 4.77 ng ml^−1^; 2 BL s^−1^: 24.25 ± 10.18 ng ml^−1^). Ninety minutes after netting stress, no significant differences between treatment groups were apparent due to high individual variations (C: 18.57 ± 10.12 ng ml^−1^; 1 BL s^−1^: 24.85 ± 10.00 ng ml^−1^; 2 BL s^−1^: 19.77 ± 13.40 ng ml^−1^; *p* = 0.56).

**Figure 2:**
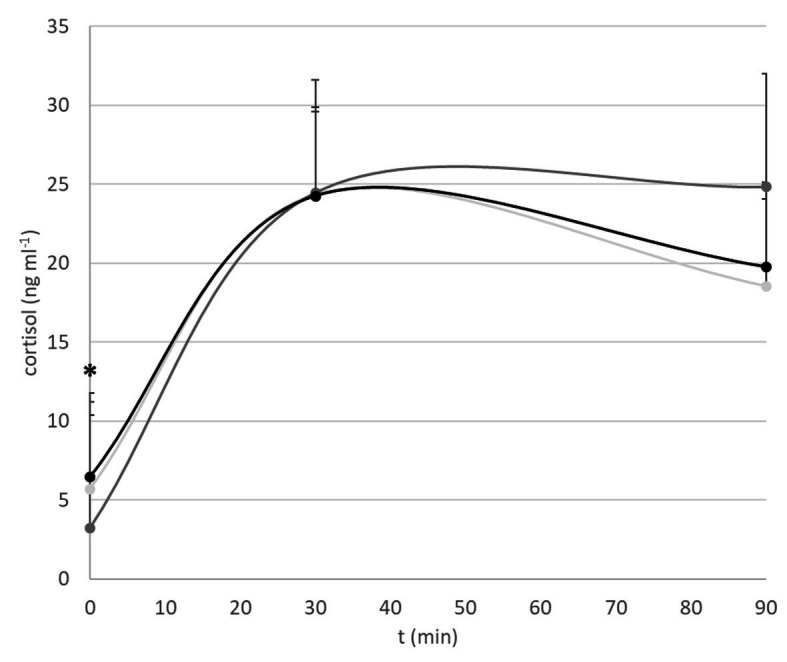
Cortisol stress response. Shown are baseline cortisol levels, and levels 30 and 90 min after netting stress. Light gray: minimal flow. Dark gray: 1 BL s^−1^. Black: 2 BL s^−1^. The asterisk indicates overall significant difference at ^*^p < 0.05: a lower baseline cortisol level of fish exercised at 1 BL s^−1^ vs. fish exercised at 2 BL s^−1^ and the controls.

### Heart and White Skeletal Muscle Gene Expression of the GH and IGF1 Receptors

No differential gene expression was found of *ghr1*, *ghr2*, *igf1ra^,^* and *igf1rb*, not in the heart and not in white muscle tissue. Fold changes were between 0.62 (white muscle *ghr2*) and 1.27 (heart *ghr1*) comparing exercise groups with the control.

### White Skeletal Muscle Transcriptome by RNAseq

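White muscle RNA of 9 fish was sequenced as paired reads, from 3 fish of the minimal flow control group, 3 fish of the 1 BL s-1 group and 3 fish of the 2 BL s-1 group. Each group was kept in 1 tank, so that a difference between groups is also a difference between tanks. The authors aligned the reads with TopHat2 2.0.13 and compared the groups with DESeq. The submitters' processing notes also name SAMtools 1.2 and HTSeq 0.6.1p1. The deposited tables, 1 for each pair of groups, give the count of each gene model in each fish, the authors' normalized values, fold changes and p-values. The counts were used here, normalized by TMM and tested by edgeR's quasi-likelihood test on the 6 fish of each comparison. Total counts per fish were 4820369, 3969381 and 5267310 in the controls, 4818384, 4253795 and 4187722 at 1 BL s-1, and 4605448, 3660245 and 4165037 at 2 BL s-1. The paper states numbers of raw and mapped reads per sample, and the values here rest on the counts. Gene models with few counts were left out by edgeR's filter, which kept 3902 of the 13211 gene models with a count in the comparison of 1 BL s-1 vs. controls. This filter, the test and the correction for multiple testing are the choices that could change the numbers most. Fish 3 at 1 BL s-1 stood apart from the other 8, at 53.6 on the first principal component (30.8% of the variance) where the others lay below 0.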

The comparison 1 BL s^−1^ vs. controls yielded 13,211 transcripts that were associated with NCBI *S. aurata* genes (see Table S1). Around 97 genes were significantly expressed at *p* < 0.05. 

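Apolipo C-I-like, an apolipoprotein, had the smallest p of the comparison and was 2.25-fold higher at 1 BL s-1 (51.8 ± 6.17 normalized counts against 22.9 ± 3.08 in the controls, SD, n = 3 fish each), a log2 fold change of 1.17 (standard error 0.29). Rab5 GDP GTP exchange factor-like was 3.78-fold higher and S-adenosylmethionine synthase-like was at 0.213 of the control level. Of 3902 gene models tested by edgeR, 157 passed the unadjusted threshold of 0.05, where 195 would pass by chance if no gene changed. None passed an adjusted p of 0.05. DESeq2 gave 114 gene models at the unadjusted threshold and limma-trend 167, and neither gave any at the adjusted one. Without the low-count filter edgeR gave 527 at the unadjusted and 47 at the adjusted threshold. The S-adenosylmethionine synthase-like difference was smaller without control fish 2 (log2 fold change −1.23 in place of −2.23).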

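Myostatin, an inhibitor of muscle growth, was among the genes that fell at 1 BL s-1, from 355 ± 20.8 to 185 ± 57.1 normalized counts (SD, n = 3 fish each). Its log2 fold change was −0.95 (standard error 0.26, adjusted p = 0.966 by edgeR). Multidrug resistance-associated 4 was at 0.327 and ankyrin repeat and SOCS box 10 at 0.292 of the control level. Telethonin-like, a protein of the Z-disc of the sarcomere, rose 1.64-fold, and transcription initiation factor TFIID subunit 10 rose 2.73-fold. Of the gene models past the unadjusted threshold, 77 were higher and 80 lower, and without control fish 2 these were 102 higher and 50 lower. Of 51 gene models of the mitochondrial respiratory chain and ATP synthase, 3 rose, none fell and 48 did not pass the test, with a median log2 fold change of 0.32. All 3 calls were lost with DESeq2 (log2 fold change 0.50 to 0.59), those of NADH dehydrogenase 1 alpha subcomplex subunit 12 and the cytochrome c oxidase model Sa_9678.3.1 without any one of the 6 fish, and that of the cytochrome c oxidase model Sa_39333.18.1 without any one but fish 2 at 1 BL s-1 (0.35 to 0.68). At a preset correlation of 0.01 between genes, limma's camera placed the respiratory chain list higher than the other genes (adjusted p = 3.57e-10, and between 5.62e-11 and 3.38e-06 under other settings with the same preset). At the estimated correlation of 0.245 the list did not pass camera (adjusted p = 0.683). No member passed when adjusted over the list alone. By fry, another test of lists in limma, the adjusted p was 0.29. In fish 3 at 1 BL s-1 long transcripts were low against short ones, both taken by the proteins they encode and not by measured lengths, by −1.15 on the log2 scale where the other 8 fish lay between −0.15 and 0.35, and without this fish the median of the respiratory chain list was 0.22. Of 15 gene models of the citric acid cycle the one described as malate cytoplasmic rose, from 145 ± 42.8 to 285 ± 83 normalized counts, a call that was lost without fish 2 at 1 BL s-1 (log2 fold change 0.73), and 1 of 23 of glycolysis rose and 1 of 24 of fatty acid uptake and oxidation, with none lower in any of these 3 lists. No gene model of 40 cytosolic ribosomal proteins or of 41 heat shock proteins and chaperones passed, and 1 of 30 of the proteasome and atrogenes fell. By camera the direction of the ribosomal list turned with the fish left out (adjusted p = 0.388 with all fish), lower without fish 3 at 1 BL s-1 (2.20e-06) and higher without fish 1 or 2 of the group (0.0176 and 0.00299).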

The expression of 44 genes was upregulated, and of 53 genes downregulated. The comparison 2 BL s^−1^ vs. controls yielded 13,487 transcripts that were associated with NCBI *S. aurata* genes (see Table S2). 

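Of these 13487 gene models, each with at least 1 count in the 6 fish compared, 3947 had enough counts for edgeR's test. The authors' deposited table lists 1964 of them with an infinite fold change, which stands for no count in the controls. At the other end, the gene model described as alpha cardiac had 769050 ± 151559 normalized counts in the controls and 559448 ± 82371 at 2 BL s-1 (SD, n = 3 fish each), a log2 fold change of −0.46 (standard error 0.17, adjusted p = 0.996 by edgeR). It did not pass the unadjusted threshold without control fish 1 (−0.30) or fish 2 at 2 BL s-1 (−0.37).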

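Bifunctional methylenetetrahydrofolate dehydrogenase, an enzyme of folate metabolism, had the smallest p of this comparison and fell from 745 ± 66.3 normalized counts in the controls to 383 ± 73.7 at 2 BL s-1 (SD, n = 3 fish each), a log2 fold change of −0.96 (standard error 0.20). Myomegalin-like isoform X3 was 3.02-fold and myomegalin isoform X8 3.86-fold higher, the latter with a log2 fold change of 1.95 that was 2.68 without control fish 3. L-serine dehydratase L-threonine deaminase was at 0.229 of the control level. Of the gene models tested by edgeR, 176 passed the unadjusted threshold of 0.05, where 197 would pass by chance if no gene changed. None passed an adjusted p of 0.05. With DESeq2, 121 passed the unadjusted and 1 the adjusted threshold, and with limma-trend 152 and 0. The edgeR count was 273 without fish 1 and 117 without fish 3 of the 2 BL s-1 group, and without the low-count filter 565 gene models passed the unadjusted and 92 the adjusted threshold.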

Around 75 genes were significantly expressed at *p* < 0.05. The expression of 43 genes was upregulated and of 32 genes downregulated.

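Cytosolic ribosomal proteins were the group with the most gene models that fell at 2 BL s-1, 11 of 40, with none higher and 29 that did not pass the test. Among them 60S ribosomal L18 went from 1956 ± 150 to 1348 ± 167 normalized counts (SD, n = 3 fish each), a log2 fold change of −0.54 (standard error 0.16, adjusted p = 0.996 by edgeR). 60S ribosomal L13a had a log2 fold change of −0.42 and 40S ribosomal S3a one of −0.39, calls that were lost without control fish 3 (−0.39 and −0.35), and that of S3a also without control fish 1 (−0.37) or fish 3 at 2 BL s-1 (−0.38) or with DESeq2 (−0.40). The number that fell was 2 with DESeq2, with all 9 fish in one fit, and without control fish 1, control fish 3 or fish 3 at 2 BL s-1, 5 without fish 2 at 2 BL s-1, 6 without the low-count filter, 0 with the authors' p-values and 14 without control fish 2. The list was lower than the other genes (adjusted p = 1.41e-17 by limma's camera, adjusted p = 0.484 with an estimated correlation, and between 1.93e-20 and 6.98e-09 under other settings), and no member passed when adjusted over the list alone. By fry the adjusted p of the list was 0.177. Past the unadjusted threshold, 69 gene models were higher and 107 lower. Dual specificity phosphatase 22-A-like rose 1.84-fold and spermine synthase, an enzyme of polyamine synthesis, rose 1.95-fold. Guanidinoacetate N-methyltransferase, which makes creatine, was at 0.593 of the control level and the palmitoyltransferase ZDHHC2 at 0.497. Of 51 gene models of the respiratory chain and ATP synthase, 23 of glycolysis and 15 of the citric acid cycle none passed (the last were higher as a list without fish 1 at 2 BL s-1, adjusted p = 0.000782 by camera, 0.0662 with all fish), of 25 of fatty acid uptake and oxidation 1 fell, of 28 of the proteasome and atrogenes 1 fell, and of 41 heat shock proteins and chaperones 1 rose and 1 fell.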

Both treatments had only 10 DEGs in common (Figure 3; Table 3) of which four were upregulated and six were downregulated, too few to perform GO analysis on. 

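MTSS1, a protein of the actin cytoskeleton, was lower in both treatments, at 23.2 ± 6.03 normalized counts at 1 BL s-1 against 58.8 ± 23.9 in the controls (SD, n = 3 fish each), a log2 fold change of −1.35 (standard error 0.38, adjusted p = 0.966 by edgeR), and with a log2 fold change of −1.38 (standard error 0.37, adjusted p = 0.996) at 2 BL s-1. Unconventional myosin-XVIIIa was at 0.426 of the control level at 1 BL s-1 and 0.6 at 2 BL s-1, anoctamin-1-like at 0.549 and 0.555, and cordon-bleu, an actin nucleator, at 0.551 and 0.566. Transmembrane 145, below the low-count filter, had 6, 11 and 19 counts in the controls, 4, 1 and 0 at 1 BL s-1 and 3, 1 and 1 at 2 BL s-1. The sodium channel type 4 subunit alpha B-like entry stands for different gene models in the comparisons. Sa_26952.1.1 had 29 counts over the controls and 2 over the fish at 1 BL s-1 (ratio 0.0715, 95% counting interval 0.00826 to 0.282), and Sa_27160.1.1 was at 0.41 of the control level at 2 BL s-1. Of 7 voltage-gated sodium channel gene models tested at 1 BL s-1, 1 fell and none rose (adjusted p = 0.0192 by limma's camera for lower values of the list, adjusted p = 0.683 with an estimated correlation, 0.0537, 0.139 and 0.288 without control fish 1 or 2 or fish 3 at 1 BL s-1, and as low as 0.00173 under other settings), and of 8 tested at 2 BL s-1, 2 fell and 1 rose, of which 1 passed when adjusted over the list alone. The median log2 fold change of the list at 1 BL s-1 was −0.58, and −0.17 without fish 3, the fish in which long transcripts were low (median log2 deviation −0.89). Past the unadjusted threshold in both treatments and in the same direction were 28 gene models, 11 higher and 17 lower, of 3746 tested in both. Lists drawn independently would share 3.2, and unchanged groups simulated with 3 shared controls shared 35.1 on average (24 to 47 in 95% of 100 simulations). The simulated groups shared 13 to 27.5 higher and 9 to 24 lower gene models in 95% of simulations. The covariance of the log2 fold changes was 0.0907 and the simulated covariance 0.102 (0.0926 to 0.112), at least the observed value in all 100 simulations. These simulations drew each gene model independently, controls included, and so leave out shifts that many gene models share within a fish. Arrangements of the 9 fish gave covariances between 0.0525 and 0.2, a range that holds the observed value. The simulated interval thus does not show that the treatments share less than chance gives. The call of cordon-bleu at 1 BL s-1 was lost without any one of the 3 controls or fish 2 at 1 BL s-1 (log2 fold change −0.79 to −0.95), that of anoctamin-1-like at 1 BL s-1 without control fish 3 or fish 1 of the group (−0.74 and −0.66), and that of myosin-XVIIIa at 2 BL s-1 without fish 2 or 3 of the group (−0.62 and −0.64). The number of common gene models was 72 without control fish 1 and 18 without fish 3 at 2 BL s-1.

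**Figure D1:**
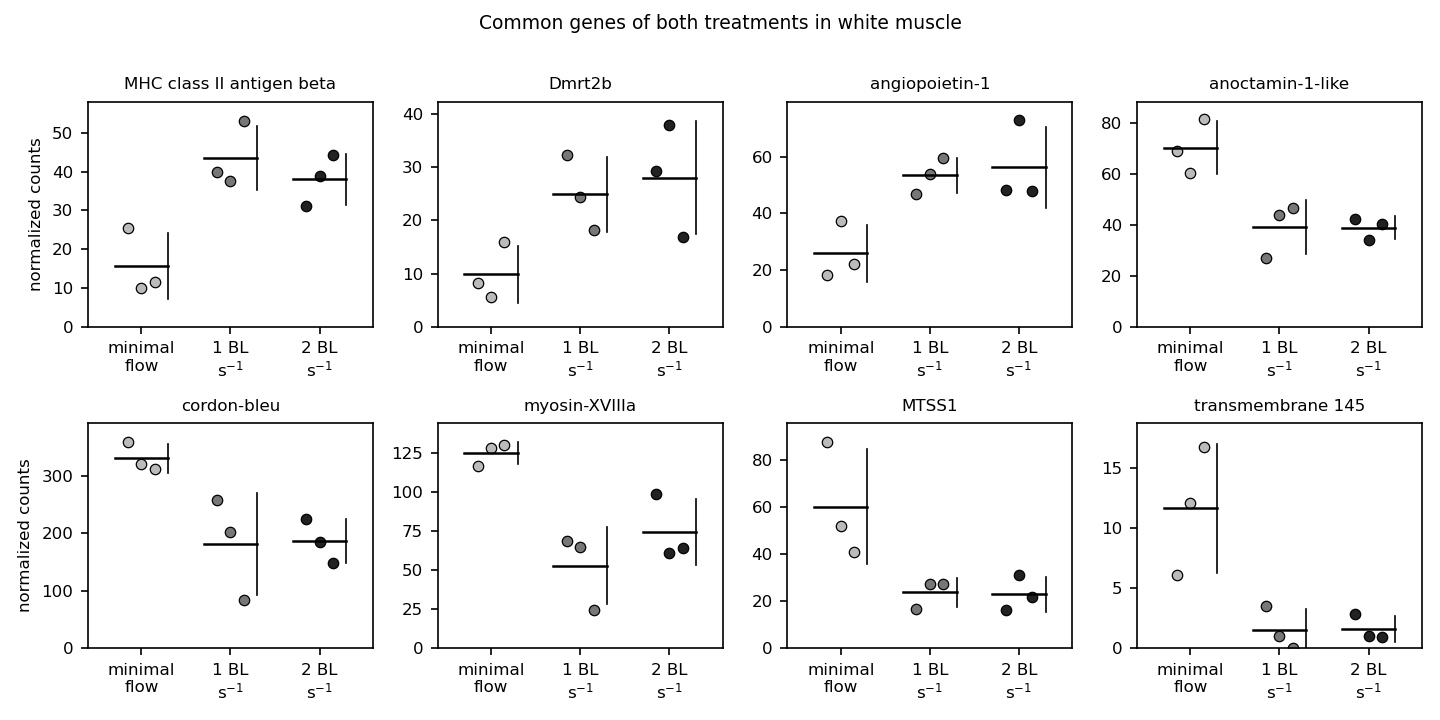
Normalized counts (y axis) of 8 common genes of Table 3 in each fish (points) by group (x axis), on one scale for the 9 fish. Horizontal lines give the mean and vertical lines the SD of 3 fish, drawn no lower than 0. In each of the 8 genes all 3 fish of either treatment lie above, or all lie below, the 3 controls.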

Among the upregulated DEGS were Kelch41, MHC class II antigen beta (MHCII*β*), DM-related transcriptional factor 2b (DMRT2b), and angiopoietin-1. 

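MHC class II antigen beta, which presents antigen to T cells, was 2.76-fold higher at 1 BL s-1 (42.5 ± 7.78 against 15.3 ± 8.34 normalized counts in the controls, SD, n = 3 fish each, log2 fold change 1.46, standard error 0.41) and 2.44-fold higher at 2 BL s-1 (log2 fold change 1.29, standard error 0.40). Dmrt2b, a transcription factor of the DM domain family, rose 2.48-fold at 1 BL s-1 and 2.77-fold at 2 BL s-1, with standard errors of 0.47 on the log2 scale in both. Angiopoietin-1, a factor of blood vessel growth, rose 2.05-fold and 2.18-fold, from 18, 34 and 25 counts in the controls to 54, 53 and 46 at 1 BL s-1 and 51, 73 and 51 at 2 BL s-1. For each of these 3 genes the adjusted p by edgeR was 0.966 at 1 BL s-1 and 0.996 at 2 BL s-1, and every treated fish was above every control (exact permutation test, two-sided p = 0.1, the smallest that 3 fish against 3 allow). Of 15 gene models of angiogenesis and endothelium, 1 rose and 2 fell at 1 BL s-1, and 1 rose at 2 BL s-1, with none past the threshold when adjusted over the list alone. The gene model that rose in each treatment was angiopoietin-1 itself, which the authors had called on these same fish. Multimerin-2 was at 0.387 and angiopoietin-related 4-like at 0.47 of the control level at 1 BL s-1, with the calls lost without control fish 1 or fish 1 at 1 BL s-1 for the former (log2 fold change −1.12 and −1.05) and without control fish 3 for the latter (−0.82). The Dmrt2b call at 1 BL s-1 was lost without control fish 1 or 2 or fish 1 at 1 BL s-1 (log2 fold change 1.19, 1.03 and 1.07), and that at 2 BL s-1 without fish 2 of that group (1.19).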

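Kelch 41, a protein of the sarcomere in skeletal muscle, had no counts in the 3 controls, 2, 6 and 2 counts in the fish at 1 BL s-1, and 19, 12 and 2 counts in the fish at 2 BL s-1. Against a floor of 3 counts over the controls, the ratio for Kelch 41 was 3.45 at 1 BL s-1 and 10.7 at 2 BL s-1. This estimate takes the counts of the exercised fish as exact and covers counting error in the controls only. The gene model described as kelch 41b had between 3273 and 5864 counts per fish, so that Kelch 41 was at most 0.399% of their sum in any fish. Over the 9 fish, the normalized count of Kelch 41 was related to the order of the groups with a Spearman's rho of 0.86 (exact permutation p = 0.00833) and a Pearson's r of 0.73 (exact permutation p = 0.0179), which are not independent evidence because the authors singled Kelch 41 out on these same fish. Leaving out 2 fish of the outer groups gave an r between 0.54 and 0.91 over 15 choices. Between the treatments the fish overlapped, at 17.9, 12 and 1.88 normalized counts at 2 BL s-1 against 1.74, 6.1 and 2.58 at 1 BL s-1 (exact permutation test, two-sided p = 0.3). Of 22 gene models of the kelch family tested, 4 fell and none rose at 1 BL s-1 (adjusted p = 0.0205 by limma's camera for lower values of the list, adjusted p = 0.419 with an estimated correlation, 0.0537, 0.111 and 0.0548 without control fish 1 or 3 or fish 2 at 1 BL s-1, and as low as 0.0154 under other settings), and 2 rose and 1 fell at 2 BL s-1, with none past the threshold in either when adjusted over the list alone. Kelch 31 was at 0.492 and kelch-like ECH-associated 1 at 0.508 of the control level at 1 BL s-1, and kelch 24 rose 1.72-fold at 2 BL s-1. Without the low-count filter 6 fell at 1 BL s-1. The other 2 of the 4 calls at 1 BL s-1 were lost with DESeq2 and with fish left out, kelch repeat and BTB domain-containing 12-like (log2 fold change −0.90 with DESeq2) without control fish 2 or 3 or any one fish of the group (−0.58 to −1.01) and also with limma-trend (−0.71 to −0.78) and a mean of at least 20 normalized counts (−0.91), and kelch repeat and BTB domain-containing 12 (−0.56 with DESeq2) without control fish 1 or 2 or fish 2 or 3 of the group (−0.43 to −0.56). The kelch 24 call was lost without control fish 1 or 3 or fish 2 at 2 BL s-1 (log2 fold change 0.57, 0.72 and 0.56), that of kelch 33 without control fish 2 or 3 or fish 3 of the group (0.53, 0.63 and 0.52), and that of kelch 38, the one that fell, without control fish 2 (−0.27) or fish 1 or 3 of the group (−2.13 and −2.26) and with DESeq2 (−2.39) or limma-trend (−1.25 to −1.26). Kelch 41 itself was below the low-count filter, and secondary alignments were left out by the authors, while the further treatment of reads that match both it and kelch 41b in the counting is not given in the sources used here.

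**Figure D2:**
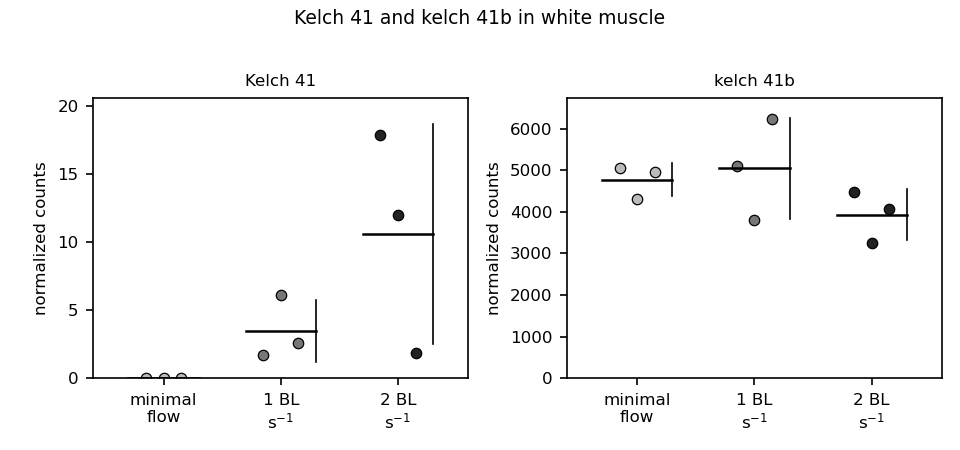
Normalized counts (y axis) of Kelch 41 and kelch 41b in each fish (points) by group (x axis). Horizontal lines give the mean and vertical lines the SD of 3 fish, drawn no lower than 0. Kelch 41 lies at 0 in the controls and between 1.74 and 17.9 in the exercised fish.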

Kelch 41 was not expressed in the controls, and then upregulated in the flow conditioned fish in relation to exercise load.

**Figure 3:**
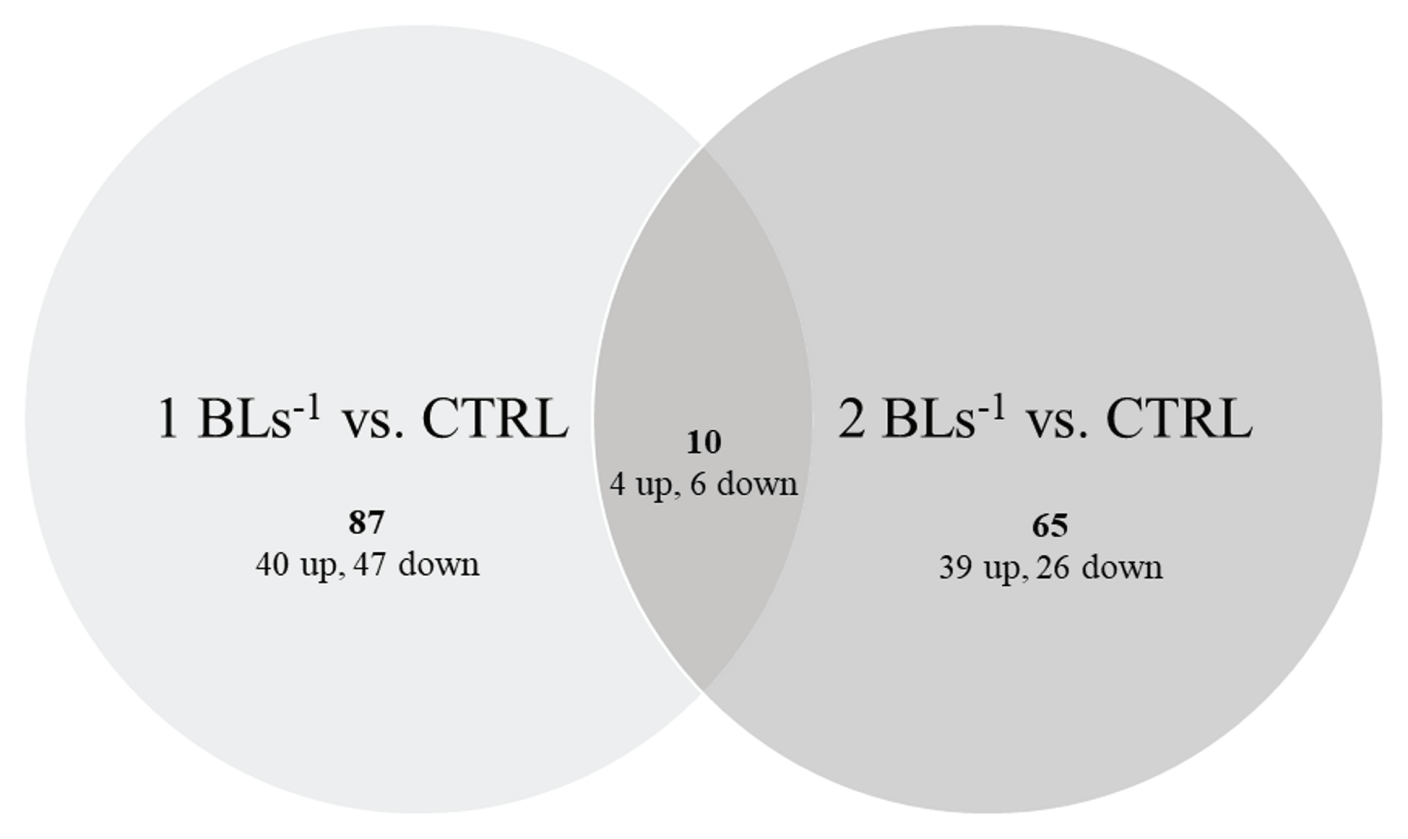
Differentially expressed genes (DEGs). Up- and down-regulated DEGs are shown in fish swimming at 1 BL s^−1^ (left) and 2 BL s^−1^ (right) vs. the controls with the overlap showing the common DEGs between both treatments.

**Table 3:** Common differentially expressed genes (DEGs).

Common DEGs	1 BL s^−1^ vs. C	2 BL s^−1^ vs. C
Kelch 41	Inf	Inf
MHC class II antigen beta partial	2.80	2.42
DM-related transcriptional factor Dmrt2b	2.52	2.83
Angiopoietin-1	2.06	2.15
Anoctamin-1-like isoform X2	0.56	0.55
Cordon-bleu isoform X5	0.55	0.56
Unconventional myosin-XVIIIa isoform X5	0.42	0.60
MTSS1 isoform X1	0.40	0.38
Transmembrane 145	0.13	0.14
Sodium channel type 4 subunit alpha B-like isoform X2	0.06	0.40

Common genes for the muscle transcriptome comparisons of fish swimming at 1 body length (BL) per second (1 BL s^−1^) vs. controls, and 2 BL s^−1^ vs. controls. Data are shown as fold change between each treatment group versus the control group. “Inf” refers to significant expression in the treatment groups but zero expression in the control group.

Thus, 87 DEGs (40 up and 47 down) were specific for flow conditioning at 1 BL s^−1^, 65 DEGs (39 up and 26 down) were specific for flow conditioning at 2 BL s^−1^ (Figure 3). 

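Of the gene models past the unadjusted threshold here, 129 were called at 1 BL s-1 and not in the same direction at 2 BL s-1 (66 higher and 63 lower), and 148 at 2 BL s-1 and not at 1 BL s-1 (58 higher and 90 lower). The difference between the treatments was tested by comparing the fish at 2 BL s-1 with those at 1 BL s-1. Of the former, 120 could be tested this way and 37 passed the unadjusted threshold, and of the latter 36 of 140, where over all gene models tested the share was 4.24%. These gene models were chosen by calls on the same fish, which by itself raises their share. Polyubiquitin-B was 2.02-fold higher at 2 than at 1 BL s-1 (197 ± 67.7 against 97.6 ± 10.6 normalized counts, SD, n = 3 fish each, log2 fold change 1.01, standard error 0.30, adjusted p = 0.897 by edgeR). Apolipo C-I-like was at 0.375 and prostaglandin F synthase-like at 0.391 of its level at 1 BL s-1. Of the genes of Table 4, 12 could be tested and 5 passed the unadjusted threshold between the treatments, and of those of Table 5, 2 of 9. No gene model called in one treatment alone passed an adjusted p of 0.05 between the treatments by edgeR.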

GO of upregulated DEGs for flow conditioning at 1 BL s^−1^ is shown in Table 4. DEGs were functionally clustered as transcription regulators; as immune factors, and as involved in muscle contraction. 

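At 1 BL s-1 the antigen presentation genes were the list with the largest share of gene models that rose, 4 of 9 with none lower, and all 4 passed when adjusted over the list alone. Of the 16 genes of Table 4, 10 had enough counts for edgeR's test and all 10 were higher at 1 BL s-1 and past the unadjusted threshold, and none passed an adjusted p of 0.05. In 14 of the 16 every treated fish was above every control, where chance gives 5% of single genes in this direction. The other 6, with few counts in the controls, were below the low-count filter. The genes of Table 4 were chosen by the authors on these fish, so their direction here is not independent evidence. The same holds for the share of the antigen presentation list, which contains some of them.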

Highly upregulated transcription regulators were three zinc fingers containing transcription factors and among them, as for the common DEGs, a *dmrt2* transcript. 

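Doublesex- and mab-3-related transcription factor 2 was 5.07-fold higher at 1 BL s-1, at 28.6 ± 18.7 normalized counts against 5.36 ± 3.35 in the controls (SD, n = 3 fish each), a log2 fold change of 2.34 (standard error 0.62, adjusted p = 0.966 by edgeR). Zinc finger 804A went from 3, 2 and 4 counts in the controls to 17, 14 and 7. DNA-binding inhibitor ID-2, an inhibitor of basic helix-loop-helix factors, went from 8, 1 and 1 to 12, 16 and 8 counts. NFX1-type zinc finger-containing 1 had 2 counts over the controls and 17 over the fish at 1 BL s-1, a ratio of 8.81 (95% counting interval 2.09 to 78.6), with 12 of the 17 in fish 1. These last 3 genes were below the low-count filter of edgeR, and the interval covers counting error only. Without fish 3 at 1 BL s-1 the log2 fold change of doublesex- and mab-3-related transcription factor 2 was 1.69.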

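Of 9 gene models of antigen presentation, the 4 that rose at 1 BL s-1 were MHC class II antigen beta, pro-cathepsin H and both HLA class II histocompatibility antigen gamma chain models, the last of which chaperone MHC class II. The more abundant gamma chain model rose from 224 ± 78 to 409 ± 43.4 normalized counts (SD, n = 3 fish each), a log2 fold change of 0.87 (standard error 0.28), and pro-cathepsin H, a lysosomal protease, rose 2.82-fold. As a list these genes were higher than the others (median log2 fold change 0.76, adjusted p = 4.98e-07 by limma's camera, adjusted p = 0.124 with an estimated correlation, and at most 6.64e-05 under other settings). By fry the adjusted p of the list was 0.0217. The authors had called MHC class II antigen beta, pro-cathepsin H and the more abundant gamma chain model on these same fish. The list was written after their tables had been seen, so its share and p-values are not independent evidence. At 2 BL s-1, 1 of 8 rose and none passed when adjusted over the list alone (adjusted p = 0.0201 by camera, adjusted p = 0.496 with an estimated correlation, 0.067, 0.0532 and 0.202 without control fish 3 or fish 2 or 3 at 2 BL s-1, and as low as 0.000251 under other settings). The rab5 GDP GTP exchange factor-like gene, of endosome traffic, had 28, 20 and 30 counts at 1 BL s-1 against 3, 6 and 13 in the controls. Interferon regulatory factor 9 had 8, 4 and 4 counts against 0, 1 and 1 in the controls (ratio 8.29, 95% counting interval 1.95 to 74.3), and C-C chemokine receptor type 7 had 9, 2 and 2 counts against 0, 0 and 1 (ratio 13.5, interval 2.02 to 572). Ras-related C3 botulinum toxin substrate 2 rose 2.57-fold. The call of pro-cathepsin H was lost without fish 1 at 1 BL s-1 (log2 fold change 1.37), and that of the less abundant gamma chain model without control fish 1 or 3 (0.77 and 0.70).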

Immune-related genes included another transcription factor interferon regulatory factor 9 (*irf9*); C-C chemokine receptor type 7 (*ccr7*), and rab5 GDP GTP exchange factor (*rabgef1*)-like. 

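Fibrinogen alpha chain, a plasma protein made by the liver, had 0, 10 and 7 counts in the fish at 1 BL s-1, 0, 1 and 0 in the controls and none at 2 BL s-1. The ratio at 1 BL s-1 was 17.6 (95% counting interval 2.76 to 736, counting error only), and the treated fish overlapped the controls (exact permutation test, two-sided p = 0.4). The gene was below the low-count filter. Of 7 gene models of the liver and plasma list tested at 1 BL s-1, apolipo C-I-like rose and passed when adjusted over the list alone, and alpha-2-macroglobulin 1, a plasma inhibitor of proteases, fell to 0.39 of the control level. The latter call was lost without control fish 1 or 3 or fish 3 at 1 BL s-1 (log2 fold change −1.39, −1.31 and −1.07). At 2 BL s-1 2 of 7 fell and none rose, with none past the threshold when adjusted over the list alone (adjusted p = 0.0163 by limma's camera for lower values of the list, adjusted p = 0.484 with an estimated correlation, 0.0977, 0.067, 0.0532 and 0.0587 without control fish 1 or 3 or fish 2 or 3 at 2 BL s-1, and as low as 0.000756 under other settings). These 2 were parvalbumin beta-like and parvalbumin alpha, which the wording of their descriptions placed in this list and which are calcium-binding proteins of muscle.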

The highly upregulated fibrinogen alpha chain (*fga*) is more involved in blood coagulation and chemotaxis. Troponin (*tn*) and two myosins (*myh* and *myl* gene) were the structural muscle genes involved in contraction, Prostaglandin F synthase (*prxl2b*) is an enzyme involved in the synthesis of PGF that stimulates contraction, and 5-AMP-activated kinase subunit gamma-1 (*prkag1*) is the energy sensor protein kinase indirectly responsible for metabolically fueling contraction.

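Troponin skeletal muscle, a subunit of the calcium switch of the thin filament, was 3.51-fold higher at 1 BL s-1 (904 ± 366 against 257 ± 168 normalized counts in the controls, SD, n = 3 fish each), a log2 fold change of 1.81 (standard error 0.56). The myosin heavy chain model Sa_35509.2.1 rose 2.28-fold (387 ± 201 against 170 ± 31.9), and the myosin regulatory light chain rose 1.91-fold. Prostaglandin F synthase-like rose 2.65-fold and the 5-AMP-activated kinase subunit gamma-1-like 2.56-fold, from 22, 17 and 16 counts to 28, 55 and 49. The adjusted p by edgeR was 0.966 for each of these 5 genes, and in 4 of them every treated fish was above every control. Of 52 gene models of the fast muscle contractile apparatus, 4 rose, 4 fell and 44 did not pass the test, with none past it when adjusted over the list alone, and the number that fell was 1 with DESeq2 or without control fish 1, and 0 without control fish 2 or control fish 3 and with the authors' p-values. It was 6 without fish 1 or fish 3 at 1 BL s-1, 8 without the low-count filter, where 8 rose, and 16 without both control fish 2 and fish 3 at 1 BL s-1, a fit chosen after seeing the data. Those that rose included troponin, the heavy chain model Sa_35509.2.1 and the regulatory light chain, which the authors had called on these same fish. Myomesin-2-like, of the M-band, was among those that fell, to 0.695 of the control level, a call that was lost without control fish 2 or 3 (log2 fold change −0.48 and −0.52). The fast myosin heavy chain models Sa_12984.1.1 and Sa_37941.1.1 were also among them, and were lower at 2 BL s-1 too. On the scale of the 9 fish Sa_12984.1.1 had 37206 ± 3095 normalized counts in the controls. It had 25787 ± 6926 at 1 BL s-1 and 26683 ± 4199 at 2 BL s-1. Their calls at 1 BL s-1 were likewise lost without control fish 2 or 3. At 2 BL s-1 troponin and the heavy chain model Sa_35509.2.1 did not pass the test (log2 fold changes 1.56 with standard error 0.79 and 0.11 with standard error 0.33). The call of the regulatory light chain was lost without control fish 1 or 2 or fish 1 or 2 at 1 BL s-1 (log2 fold change 0.67, 0.77, 0.74 and 0.96), and that of prostaglandin F synthase-like without control fish 2 or fish 1 or 3 at 1 BL s-1 (0.98, 1.33 and 1.32).

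**Figure D3:**
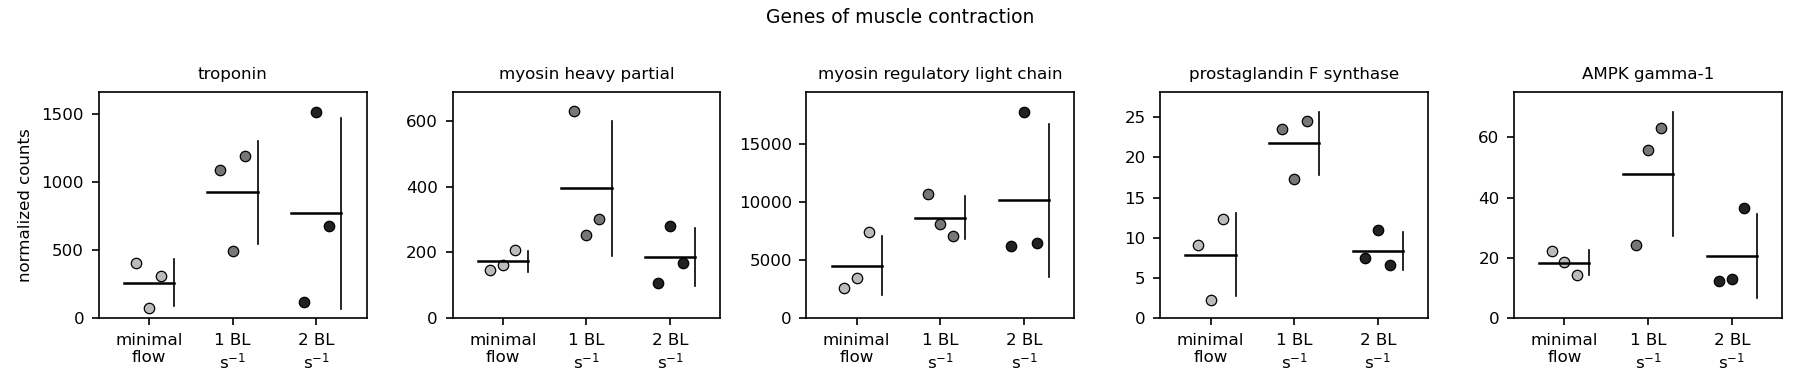
Normalized counts (y axis) of the 5 genes of muscle contraction in each fish (points) by group (x axis), on one scale for the 9 fish. Horizontal lines give the mean and vertical lines the SD of 3 fish. The fish at 1 BL s-1 lie above the controls in all panels but that of the myosin regulatory light chain, where the groups overlap.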

**Table 4:** Gene ontology of upregulated DEGs for flow conditioning at 1 BL s^−1^.

	fc
**Regulation of transcription**	
NFX1-type zinc finger-containing 1	7.73
Double sex- and mab-3-related transcription factor 2	5.39
Zinc finger 804A	4.32
DNA-binding inhibitor ID-2	3.67
Pro-cathepsin H	2.88
5-AMP-activated kinase subunit gamma-1-like	2.61
**Immune system response; blood coagulation; chemotaxis**	
Fibrinogen alpha chain	17.51
C-C chemokine receptor type 7	13.96
Interferon regulatory factor 9	8.14
rab5 GDP GTP exchange factor-like	3.94
Pro-cathepsin H	2.88
ras-related C3 botulinum toxin substrate 2	2.65
HLA class II histocompatibility antigen gamma chain	1.83
**Muscle contraction**	
Troponin skeletal muscle	3.53
Prostaglandin F synthase-like	2.75
5-AMP-activated kinase subunit gamma-1-like	2.61
Myosin heavy partial	2.28
Myosin regulatory light chain skeletal muscle isoform-like	1.91

Data are shown as fold change between each treatment group vs. the control group.

Gene ontology of upregulated DEGs for flow conditioning at 2 BL s^−1^ is shown in Table 5. 

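Of the 14 genes of Table 5, 6 had enough counts for edgeR's test at 2 BL s-1, and all 6 were higher than in the controls and past the unadjusted threshold. The largest of these changes was that of zinc finger and SCAN domain-containing 22-like. None of the 6 passed an adjusted p of 0.05. In 11 of the 14 every treated fish was above every control, where chance gives 5% of single genes in this direction. The other 8 were below the low-count filter. The authors chose these genes on the same fish, so their direction here is not independent evidence.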

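Of 18 gene models of the cartilage and bone list tested at 2 BL s-1, 4 rose, 3 fell and 11 did not pass the test, with none past it when adjusted over the list alone, and 2 rose and 1 fell with DESeq2, with the authors' p-values, and without control fish 3 or fish 3 at 2 BL s-1. Collagen alpha-1(X), the collagen of hypertrophic cartilage, went from 72.9 ± 15.1 normalized counts in the controls to 2216 ± 3629 at 2 BL s-1 (SD, n = 3 fish each), with 6657 counts in fish 3. Its log2 fold change was 4.92 (standard error 1.41, adjusted p = 0.996 by edgeR), 0.72 without fish 3 at 2 BL s-1, and it did not pass with limma-trend (2.65). Those that fell included scleraxis and scleraxis-like, transcription factors of tendon. Genes of this list took 0.205% of the 4165037 counts of fish 3 at 2 BL s-1 and between 0.0276% and 0.0512% of those of the other 8 fish. Most of that share was the 6657 counts of collagen alpha-1(X), and without them it lay within the range of the other fish. At 1 BL s-1 1 of 16 fell and none rose.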

DEGs were functionally clustered again as transcription regulators and immune factors but also as involved in ossification, detection of calcium ion, skeletal system development, cartilage condensation, and chondrocyte development. 

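Zinc finger and SCAN domain-containing 22-like was 2.8-fold higher at 2 BL s-1 (17.5 ± 5.28 against 6.23 ± 3.86 normalized counts in the controls, SD, n = 3 fish each), a log2 fold change of 1.49 (standard error 0.52, adjusted p = 0.996 by edgeR). HEXIM-like, which restrains transcription elongation, rose 1.82-fold. Polyubiquitin-B, a precursor of ubiquitin, rose 1.77-fold (113 ± 39.5 to 201 ± 68.5 normalized counts, log2 fold change 0.83, standard error 0.33), with overlap between the fish. Histone H2B had 17, 4 and 7 counts against 0, 1 and 2 in the controls (ratio 9.05, 95% counting interval 2.8 to 46.5, counting error only). The RNA polymerase II subunit A C-terminal domain phosphatase had 18, 8 and 7 counts against 4, 2 and 3. Histone H2B and the phosphatase were below the low-count filter. The call of HEXIM-like was lost without either of 2 controls or any one of the 3 treated fish (log2 fold change 0.61 to 0.88), that of polyubiquitin-B without control fish 2 or 3 or treated fish 2 or 3 (0.83, 0.59, 0.56 and 0.80), and that of the SCAN domain gene without control fish 3 or treated fish 2 (1.11 and 1.21).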

Histone H2B plays an important role in the regulation of transcription as well as RNA polymerase II subunit A C-terminal domain phosphatase (*ssu72*) isoform X1, and zinc finger and SCAN domain-containing 22-like isoform X1 (*zscan22*). 

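Caspase-8-like, which starts apoptosis, had 13, 7 and 4 counts at 2 BL s-1 against 2, 0 and 1 in the controls, a ratio of 7.76 (95% counting interval 2.36 to 40.2). Granzyme B-like, a protease of cytotoxic lymphocytes, had 12, 11 and 7 counts against 1, 4 and 2. MHC class I had 0, 5 and 6 counts against none in the controls, a ratio of 3.56 against a floor of 3 counts over the controls, and its fish overlapped the controls at 0. N-acetylated-alpha-linked acidic dipeptidase had 7, 11 and 19 counts against 5, 4 and 1. All 4 genes were below the low-count filter of edgeR. The interval covers counting error only, and the ratio against the floor takes the counts of the treated fish as exact. At 1 BL s-1 granzyme B-like had 4, 19 and 8 counts and caspase-8-like 3, 7 and 1.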

Upregulated immune-related genes included MHC class I (*mhcI*) and caspase-8 (*casp8*)-like and granzyme B-(*grb*)-like genes, which are involved in apoptosis. Several upregulated muscle genes were typical for skeletal development such as calsequestrin-2 (*casq2*)-like, collagen alpha-1(XI) chain (*col11a1*)-like isoform X1, hyaluronan and proteoglycan link 1 (*hapln1*), and extracellular calcium-sensing receptor (*car*)-like.

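Hyaluronan and proteoglycan link 1, which binds hyaluronan in cartilage matrix, was 1.66-fold higher at 2 BL s-1 (165 ± 18.8 against 99.8 ± 24.4 normalized counts in the controls, SD, n = 3 fish each), a log2 fold change of 0.73 (standard error 0.25). Collagen alpha-1(XI), of cartilage fibrils, rose 2.16-fold (275 ± 117 against 128 ± 56.5, log2 fold change 1.11, standard error 0.40), with overlap between the fish. Both had an adjusted p = 0.996 by edgeR. Calsequestrin-2-like, which binds calcium in the sarcoplasmic reticulum, had 10, 15 and 15 counts against 3, 5 and 5 in the controls. The extracellular calcium-sensing receptor-like gene had 3, 2 and 5 counts and none in the controls, a ratio of 3.23 against the floor of 3 counts. Both were below the low-count filter. Of 24 gene models of calcium handling of the sarcoplasmic reticulum, 1 rose and 2 fell at 2 BL s-1, and 1 fell at 1 BL s-1, with none past the threshold when adjusted over the list alone. Those that fell at 2 BL s-1 were parvalbumin beta-like (0.677 of the control level) and parvalbumin alpha (0.722). The one that rose, sarcoplasmic reticulum histidine-rich calcium-binding-like (log2 fold change 1.31), did not pass without fish 2 at 2 BL s-1 (0.55). The call of collagen alpha-1(XI) was lost without control fish 1 or fish 2 or 3 at 2 BL s-1 (log2 fold change 0.81, 1.07 and 0.78), and that of hyaluronan and proteoglycan link 1 without control fish 3 or fish 2 at 2 BL s-1 (0.55 and 0.63). Those of the parvalbumins were lost without control fish 1 or 3 or fish 2 at 2 BL s-1 (−0.40, −0.53 and −0.42 for beta-like, −0.40, −0.41 and −0.35 for alpha), and that of alpha also without fish 3 at 2 BL s-1 (−0.42).

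**Figure D4:**
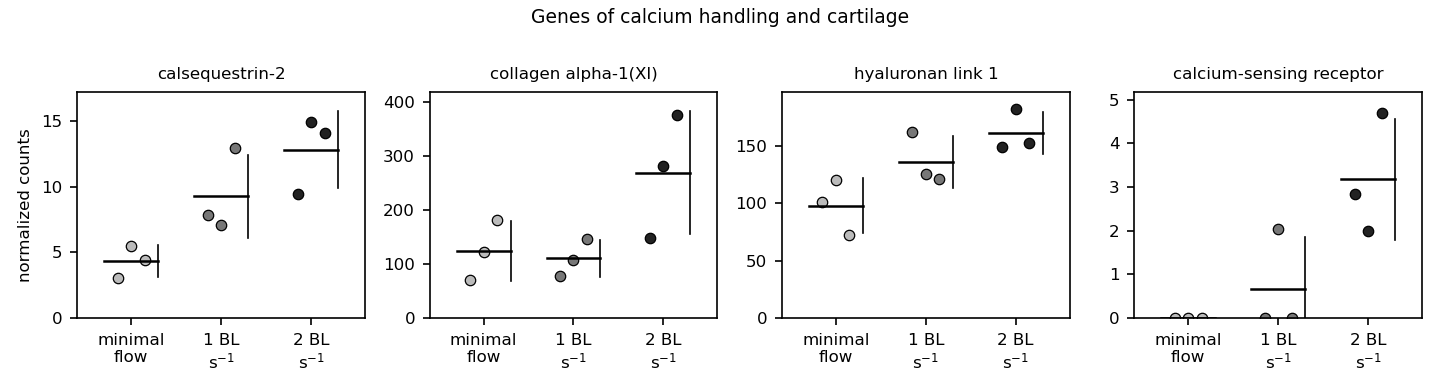
Normalized counts (y axis) of 4 genes of calcium handling and cartilage in each fish (points) by group (x axis), on one scale for the 9 fish. Horizontal lines give the mean and vertical lines the SD of 3 fish, drawn no lower than 0. The calcium-sensing receptor lies at 0 in the controls and collagen alpha-1(XI) overlaps between the groups.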

**Table 5:** Gene ontology of up-regulated DEGs for flow conditioning at 2 BL s^−1^.

	fc
**Regulation of transcription**	
Histone H2B	9.29
RNA polymerase II subunit A C-terminal domain phosphatase isoform X1	3.53
zinc finger and SCAN domain-containing 22-like isoform X1	2.77
Dual specificity phosphatase 22-A-like	1.82
HEXIM-like	1.80
Polyubiquitin-B	1.75
**Immune system process; proteolysis; apoptotic process**	
Caspase-8-like	7.86
Granzyme B-like	4.00
N-acetylated-alpha-linked acidic dipeptidase	3.38
MHC class I partial	Inf
**Muscle contraction**	
Calsequestrin-2-like	2.94
Collagen alpha-1(XI) chain-like isoform X1	2.13
Hyaluronan and proteoglycan link 1	1.64
Extracellular calcium-sensing receptor-like	Inf

Data are shown as fold change between each treatment group vs. the control group. “Inf” refers to significant expression in the treatment groups but zero expression in the control group.

## Discussion

This study reports on the physiological effects of continuous water flow-induced swimming exercise at speeds of 1 and 2 BL s^−1^ over a period of 8 months in seabream. Flow-induced exercise was expected to stimulate growth performance and robustness and resilience traits. Mechanistic insights were obtained in the role of the GH-IGF1 growth axis and the molecular regulation of white skeletal muscle development. It is important to note that effects of flow conditioning may be more than of muscle exercise alone. Additional effects may come from the increased water flow over the gills and therewith higher oxygen availability, and improvement of water quality in the tank by faster waste removal.

### Flow-Enhanced Growth and Physiological Adaptations

Increased water flow enhanced growth in relation with the applied swimming speed. Growth performance was also more uniform for fish under increased flow than for fish at minimal flow. Growth differences became consistent after 4 months of flow conditioning, when fish swimming at 2 BL s^−1^ reached 19.8 ± 6.7 g (40% higher than controls) and fish swimming at 1 BL s^−1^ reached 18.0 ± 6.2 g (28% higher than the controls) vs. the controls at 14.1 ± 4.5 g. Our increased growth percentages are high in comparison with an earlier report on exercised seabream fingerlings that weighed ~5 g at the start and were exercised at 5 BL s^−1^ for 5 weeks (Blasco et al., 2015). These exercised fingerlings reached an average weight of 20.3 ± 0.4 g and increased 16% more in body weight than the non-exercised controls that weighed 17.5 ± 0.5 g. Faster growth and smaller difference between exercised and control fingerlings was probably due to a difference in conditions between both studies, a water temperature of 23°C and a photoregime of 15L:9D (Blasco et al., 2015) vs. 18°C and a natural photoregime in our study. At the end of the experimental period in our study, fish body weight was 15% higher for fish swimming at 1 BL s^−1^ and 36% higher for fish swimming at 2 BL s^−1^. Similar to fingerlings, this percentage was high in comparison with an earlier study that reported 9% for seabream juveniles of ~90 g at the start, exercised at 1.5 BL s^−1^ for 1 month at 20°C and a photoregime of 12L:12D (Ibarz et al., 2011). Moya et al. (2019) recently showed that hyperplasia was responsible for exercise-enhanced muscle growth in fingerlings. Ibarz et al. (2011) showed that exercise-enhanced growth in juvenile seabream originated from muscle hypertrophy.

In earlier studies, we have shown that the carangid yellowtail kingfish showed major exercise-enhanced growth at their optimal metabolic swimming speeds. Exercised yellowtails increased their body weight by 46% as compared to resting fish after 18 experimental days while feeding them with equal rations (Palstra et al., 2015). The moronid European seabass (Graziano et al., 2018) and the sparid Gilthead seabream (Graziano and Palstra, unpublished data) did not show exercise-enhanced growth at their optimal swimming speed, but at much lower speeds (Ibarz et al., 2011). In this unpublished study, swimmers (*N* = 12) swam continuously for 24 days at 0.67 cm s^−1^ (3.48 SL s^−1^ which is optimal for fish of this size) and were then compared with resting fish (*N* = 12). Resting fish increased in body weight from 190 ± 10 to 225 ± 12 g while swimmers showed much less increase from 180 ± 8 to 192 ± 9 g. With our current study, we can confirm that enhanced growth for seabream occurs at lower than optimal metabolic swimming speeds, at speeds of 1 and 2 BL s^−1^.

Gilthead seabream is a benthic carnivore that needs to maneuver in the unsteady flows of the tides. Seabass is more an ambush hunter than pursuit hunter that catches its prey in a fast sprint. The musculature of both species is dominated by white muscle that matches the need for such feeding strategies. Both species do not adhere to hypothesis of Davison and Herbert (2013) for the strong relation between optimal metabolic swimming speed and optimal speed for growth. Still, seabream (Graziano and Palstra, unpublished results) and seabass (Graziano et al., 2018) can perform sustained swimming at optimal metabolic swimming speeds for months without fatigue. But, as we confirm in this study for seabream, the optimal speed for growth is lower than optimal metabolic swimming speed. In fact, sustained swimming regimes may not be the right strategy for growth enhancement in seabream, and seabass, and alternative flow regimes should be investigated. For example, flow can be applied only during a part of the day such as the 6 h exercise per day protocol for growth enhancement in zebrafish (Palstra et al., 2010, 2014). Exercised zebrafish increased their body weight by 17% as compared to resting fish after 20 experimental days (Palstra et al., 2019). Interval training may also represent an alternative exercise regime (Castro et al., 2011).

Flow-enhanced growth was accompanied by physiological adaptations to swimming exercise such as larger hearts and higher plasma glucose. Heart weights increase with exercise load as part of the transformation to a more aerobic phenotype as a response to sustained exercise. Increased cardiac output is required to provide the skeletal muscles and organs with blood and fuel and is a common response of fish to long term exercise (reviewed by Rodnick and Planas, 2016). Higher plasma glucose levels were found in the seabream conditioned at 1 BL s^−1^ while plasma glucose levels in fish conditioned at 2 BL s^−1^ were however similar to the levels in the controls. Plasma glucose levels in seabream that was exercised at 1.5 BL s^−1^ for 1 month did not significantly differ from the resting controls (Sánchez-Gurmaches et al., 2013). Glucose is thus important as fuel at lower, aerobically maintainable speeds of 1 BL s^−1^. Contrary to our expectation, mesenteric fat increased with flow, also when expressed as index relative to body weight (MFI). Faster growth is generally associated with less mesenteric fat and a leaner phenotype, also in seabream (Simó-Mirabet et al., 2018). Flow-enhanced lordotic fish may explain this observation (see section Flow-Enhanced Vertebral Lordosis).

### Flow-Enhanced Stress Resilience

Flow-conditioned seabream swimming at a speed of 1 BL s^−1^ had a lower baseline cortisol level than the controls, but also lower than the levels of the fish conditioned at 2 BL s^−1^. Exercise thus lowered the cortisol stress levels, but only at the lower exercise load, signifying eustress when swimming at 1 BL s^−1^ (Korte et al., 2005; Samaras et al., 2018). The absence of significant difference in cortisol levels between groups 30 and 90 min after the netting stressor showed that there were neither no consequences of flow-conditioning for peak magnitude nor for the recovery time to return to baseline, the two parameters that determine the resilience to the acute stressor. Cortisol levels peaked between 40 and 50 min after the stressor and highest levels measured were 52 ng ml^−1^. Peaking appeared to be 10–20 min later (Figure 2) than the 30 min as reported by Arends et al. (1999). Average and maximum levels, and individual variation, were not as high as reported by Castanheira et al. (2013) (36 ± 33 and 41 ± 28 ng ml^−1^ for average peaking with a range of 6–117 ng ml^−1^). It can be concluded that flow conditioning at 1 BL s^−1^ lowered stress but flow conditioning did not seem to increase stress resilience.

### Flow-Enhanced Vertebral Lordosis

Although flow conditioning enhanced growth performance, the percentage of vertebral lordosis dramatically increased when swimming at the highest speed of 2 BL s^−1^. Apparently, the mechanical load of exercise at this speed is too high for a developing juvenile. Exercise induces both muscle hyperplasia (Moya et al., 2019) and bone formation and mineralization (Suniaga et al., 2018), but myogenesis may occur at higher rate than skeletogenesis in relation to the exercise load. Vertebral lordosis also occurred in European seabass in response to water current (Divanach et al., 1997). At smaller size, a swimming speed of 2 BL s^−1^ may still not be a problem as Kihara et al. (2002) showed that swimming activity at 4, but not at 2 BL s^−1^, caused lordosis in juvenile red seabream *Pagrus major* of 25 mm. However, when growing larger, the swimming speed as defined in relation to body length may be too high and the absolute swimming speed should be maintained. Besides exercise load, one or more factors were involved in the induction of vertebral lordosis because the control group consisted of 13% lordotic fish in the absence of exercise. This percentage is in line with the 17% recently reported for hatchery reared seabream by Fragkoulis et al. (2019) who showed that seabream can recover from haemal lordosis during ongrowing in sea cages. Malfunction of the swim-bladder may cause lordosis but only affects prehaemal vertebrae in seabream and seabass (Chatain, 1994; Andrades et al., 1996). In seabream, the haemal lordosis may also develop due to early notochord abnormalities (Loizides et al., 2014). Vitamin A affects lordosis development in the later stages in seabass (Mazurais et al., 2009). Water temperature during the embryonic and larval phase affects the resistance/sensitivity of the later developmental stages (late metamorphosis and juvenile) to the swimming induced lordosis in European seabass (Sfakianakis et al., 2006). A combination of factor(s) and the 2 BL s^−1^ exercise regime may work synergistically in causing the morphological abnormalities. Although tank densities were maintained over time, fish size increased and, in combination with the 2 BL s^−1^ exercise regime in the same tank, may also have contributed to the occurrence of lordosis. The earlier reports on exercise-enhanced growth in seabream (e.g., Ibarz et al., 2011; Blasco et al., 2015) did not mention the occurrence of exercise-induced lordosis at similar low to moderate speeds. Recent research performed in zebrafish larvae confirms that exercise induction of lordosis follows a clear dose-response curve (Printzi et al., 2020).

Importantly, further data analysis of flow-enhanced lordotic fish showed significantly higher *K* (for fish of all three treatments) and MFI (for the exercised fish) values in comparison with normal formed fish (no differences for SL, BW, and CI). This observation shows that the unexpected higher MFI for exercised fish is due to an increased percentage of malformed fish. The fact that higher MFI only applies to exercised fish and not to the controls reflects an adaptation of malformed fish to exercise e.g., to obtain a more hydrodynamic shape and release the drag resistance.

### The GH-IGF1 Growth Axis

The absence of important differences in plasma GH, IGF1, and the IGF1/GH ratio (Pérez-Sánchez and Le Bail, 1999), and differential expression levels of the receptors in heart and white skeletal muscle, indicated no significant involvement of the growth axis in the flow-enhanced growth in this study. This unexpected but exciting finding is in contradiction with the existing literature that reports on major involvement of the GH-IGF1 growth axis in the exercise-enhanced growth in seabream. Sánchez-Gurmaches et al. (2013) showed that exercise-enhanced growth in seabream (~90 g at the start) is linked to increased plasma levels of IGF1 suggesting an important role for the GH-IGF1 growth axis. Five weeks of sustained exercise at 5 BL s^−1^ of seabream fingerlings (~5 g at the start) enhanced growth and caused plasma IGF1 to rise and plasma GH to reduce (Blasco et al., 2015). Vélez et al. (2016) reported on numerous modulations in the GH-IGF1 axis in seabream fingerlings such as a higher plasma IGF1/GH ratio, increased hepatic *igf1* expression and muscle *igf1c* and *ghr1* expression; increased muscle IGFBP5b and IGF2, and reduced hepatic IGF1Rb and both hepatic GHRs. If not the GH-IGF1 growth axis, what then played a major role in the exercise-enhanced growth as indicated on molecular regulatory level in this study?

### The Transcriptome of the Exercised Seabream Muscle and the Molecular Regulation of Muscle Building

Key muscle genes in flow-induced exercise (upregulated for both treatments) that show consistent differential expression are Kelch 41 (*klhl41*), involved in skeletal muscle development and differentiation (Gupta and Beggs, 2014); transcription factor *dmrt2b*; angiopoietin-1, involved in angiogenesis, and MHC class II antigen beta partial, involved in antigen processing and presentation (Table 3). Together with the DEGs that show strong upregulated expression for one of each of the flow treatments (Tables 3 and 4), they indicate that important changes occur in the processes of muscle contraction, muscle development, and its molecular regulation, and support the suggestion that immune genes play an important role in muscle repair and regeneration capacity.

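The genes named in the tables of the paper gave 50 entries of gene and treatment, of which 31 had enough counts for edgeR's test. All 31 went in the direction of the tables and passed the unadjusted threshold, and 0 passed an adjusted p of 0.05. The authors chose these genes on the same fish, so neither the direction nor the unadjusted calls are independent evidence. From the genes higher in both treatments and those higher in one of them, the paper reasons that muscle contraction, muscle development and its regulation change with exercise, and it proposes that immune genes act in muscle repair and regeneration.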

RNAseq data in our study showed that transcription regulators play an important role in muscle growth. A transcription factor that showed upregulated expression for both flow treatments is *dmrt2b*. Dmrt genes are important developmental regulators (reviewed by Hong et al., 2007). In zebrafish larvae, Dmrt2 regulates muscle development and somite differentiation, and is involved in establishing left–right asymmetry (Meng et al., 1999; Saude et al., 2005; Lourenço et al., 2010; Matsui and Bessho, 2012). The specific role of Dmrt2b in juvenile seabream muscle is not yet known. Also, other transcriptional regulators may play an important role in exercise-enhanced muscle growth in seabream (*znfx1*; *znf804a*; *zscan22*; *ssu72*). Among them is H2B, a transcriptional regulator that was identified as an antimicrobial peptide in seabream as its expression is upregulated in response to an immune stimulus (Valero et al., 2016, 2020).

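Of 18 gene models of myogenic regulation tested at 1 BL s-1, 2 rose and 1 fell, and of 16 tested at 2 BL s-1, 1 rose and 2 fell, with none past the threshold when adjusted over the list alone. The 2 that rose at 1 BL s-1 were both of the DM domain family and had been called by the authors on these same fish. At 2 BL s-1 myocyte-specific enhancer factor 2C, a transcription factor of muscle genes, was at 0.439 of the control level (27.5 ± 6.87 against 62.6 ± 26.9 normalized counts, SD, n = 3 fish each), and myocyte-specific enhancer factor 2A at 0.718. Their log2 fold changes were −1.19 (standard error 0.38) and −0.48 (standard error 0.21), each with an adjusted p = 0.996 by edgeR. The call of factor 2C was lost without control fish 3 (−0.97) and that of factor 2A without any one of the 3 controls or fish 1 or 3 at 2 BL s-1 (−0.32 to −0.52).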

Expression of several immune genes was strongly upregulated, a common feature of the fish muscle under exercise (Palstra et al., 2013, 2014). 

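Outside antigen presentation the immune lists held few called genes among the gene models tested. The interferon regulatory factor, chemokine receptor, granzyme B-like, caspase and MHC class I genes named by the paper were below the low-count filter. Their counts are given in the Results. These genes were not tested by edgeR in the treatment where the paper lists them, so the lists do not speak for or against them. Of 13 gene models of the interferon response tested in each treatment none passed the unadjusted threshold of edgeR, and as a list they passed limma's camera at 1 BL s-1 only without fish 2 of the group (adjusted p = 0.0314 for higher values, 0.147 with all fish). Of the leukocyte markers none of 16 passed at 1 BL s-1, and 1 of 18 fell and none rose at 2 BL s-1, with none past the threshold when adjusted over the list alone. The one that fell, immunoglobulin-like and fibronectin type III domain-containing 1, is a protein of the muscle sarcomere that the word immunoglobulin placed in the list, and went from 12901 ± 356 to 9737 ± 1502 normalized counts (SD, n = 3 fish each), a call that was lost without control fish 3 or fish 2 at 2 BL s-1 (log2 fold change −0.39 and −0.29).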

Not only could the exercised muscle contribute to an improved immune capacity through the production of myokines (Pedersen et al., 2007), immune genes may also play an important role in muscle development. Exercise in mammals causes a (limited) acute inflammatory response to facilitate the repairing process for site-specific tissue damage (Shek and Shephard, 1998). Therewith, the immune genes involved promote skeletal and cardiac muscle training adaptation and regeneration (Tidball, 2017). Particularly in fish, exercise-induced muscle regeneration can be considerable (Rovira et al., 2018). RNAseq data of several exercised fish species reflect that a limited exercise-induced immune response occurs although functional studies are still lacking. Future studies should aim at elucidating the role of immune genes in muscle development of exercised fish.

Muscle of fish conditioned at both exercise regimes shows upregulated expression of structural genes involved in muscle contraction, calcium regulation, and the extracellular matrix. 

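At 2 BL s-1, 8 of 50 gene models of the fast muscle contractile apparatus fell, 2 rose and 40 did not pass the test, with none past it when adjusted over the list alone. The number that fell was 2 with DESeq2, 4 with all 9 fish in one fit, 3 without control fish 3, 5 without fish 3 at 2 BL s-1 and 0 with the authors' p-values, and it was 16 without control fish 2 or without the low-count filter and 14 without fish 1 at 2 BL s-1. The list was lower than the other genes (median log2 fold change −0.26, adjusted p = 0.00298 by limma's camera, adjusted p = 0.689 with an estimated correlation, 0.267, 0.25 and 0.108 without control fish 1 or 3 or fish 1 at 2 BL s-1, and as low as 6.97e-08 under other settings). By fry the adjusted p of the list was 0.874. The fast myosin heavy chain model Sa_53203.1.1 went from 132540 ± 2305 to 97452 ± 16881 normalized counts (SD, n = 3 fish each), a log2 fold change of −0.44 (standard error 0.14, adjusted p = 0.996 by edgeR), and Sa_24470.1.1 was at 0.215 of the control level, a log2 fold change of −2.21 that was −0.91 without control fish 1. Of 64 gene models of the extracellular matrix, 2 rose and 1 fell at 1 BL s-1, and of 73 tested at 2 BL s-1, 4 rose and 2 fell, with none past the threshold when adjusted over the list alone. The matrix list was higher at 2 BL s-1 by camera without control fish 2 or fish 1 of the group (adjusted p = 0.00262 and 0.037, 0.511 with all fish). Collagen alpha-6(VI) rose 2.39-fold and laminin subunit beta-1-like 3.22-fold at 1 BL s-1, the latter with a log2 fold change of 1.69 that was 2.67 without control fish 3 and did not pass without control fish 1 (1.42).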

In muscle of fish conditioned at 1 BL s^−1^, expression of troponin, myosins, *prxl2b* and *prkag1* is upregulated. In muscle of fish conditioned at 2 BL s^−1^, these genes are extracellular calcium-sensing receptor-like, calsequestrin-2-like, collagen alpha-1(XI) chain-like isoform X1, and hyaluronan and proteoglycan link 1. 

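In the list of fibroblasts and tendon, 1 of 10 gene models fell and none rose at 1 BL s-1, and 1 rose and 2 fell of 10 at 2 BL s-1, of which 1 passed when adjusted over the list alone. Scleraxis-like, a gene model of the tendon transcription factor scleraxis, went from 686 ± 237 to 397 ± 116 normalized counts at 1 BL s-1 and from 714 ± 247 to 358 ± 51.7 at 2 BL s-1 (SD, n = 3 fish each), a log2 fold change of −0.79 (standard error 0.31) at 1 BL s-1 and 0.501 of the control level at 2 BL s-1 (adjusted p = 0.996 by edgeR). Scleraxis was at 0.53 of the control level at 2 BL s-1. Collagen alpha-2(V), a fibril collagen of skin and tendon, had a log2 fold change of 3.54 at 2 BL s-1 (standard error 1.23) that was 0.11 without fish 3, and its call was also lost without control fish 3 (3.26). The call of scleraxis-like at 1 BL s-1 was lost without control fish 2 or fish 1 or 2 of the group (−0.49, −0.80 and −0.61), and that of scleraxis at 2 BL s-1 without control fish 1 or 3 or fish 1 or 3 of the group (−0.79, −0.97, −0.82 and −0.76).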

Although only normally developed fish were selected for RNAseq, it may still be that particularly the latter two genes functionally link to muscle adaptations to lordosis and as such require more research attention.

### Conclusions and Perspectives for the Farmer

Flow-induced exercise is beneficial for growth (body weight increase) and uniformity (lower variation in body weight), stress (lower baseline plasma cortisol at 1 BL s^−1^), robustness (higher condition factor, larger hearts), energy mobilization (increased plasma glucose at 1 BL s^−1^), and muscle building (upregulated expression of genes involved in muscle contraction, muscle development and its molecular regulation, and immune genes). However, a serious constraint is the higher percentage of fish with vertebral lordosis in exercised fish, particularly at the highest flow condition of 2 BL s^−1^.

When an extension of the on-land period is considered, the optimal exercise regime for juvenile seabream would be at a flow inducing swimming exercise at 1 BL s^−1^. We suggest that a potentially limited increase of vertebral lordosis may be avoided by inducing exercise for only part of the day (6 h) or by starting flow conditioning at a later stage (~14 g) to avoid excessive exercise load at the earliest developmental stage. Exercise-enhanced growth of 15%, achieved by increased feed intake and/or lower feed conversion ratio, will shorten the production cycle. The more robust seabream are expected to show lower disease and mortality rates. Changes in the muscle structure of exercised seabream may reflect more “meaty” flesh and, together with hydrodynamic changes in body shape, create more resemblance to wild seabream which is important for the whole-fish market. Applied research to provide supporting evidence for these promising statements is recommended.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE151668.

## Ethics Statement

The animal study was reviewed and approved by the Animal Experimental Commission of the Autonomous Government of Catalonia with protocol number 10323, and fish were always carefully handled by accredited staff.

## Author Contributions

AP and AR: conception and design of the study. AP, LK, PJ, JP-S, RD, and AR: acquisition of data, analysis and interpretation of data, and drafting and reviewing the manuscript. All authors contributed to the article and approved the submitted version.

### Conflict of Interest

Author RD was employed by the company Future Genomics Technologies B.V.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151668

## Abbreviations

BL: Body length
BL s^−1^: Body length per second
BW: Body weight
C: Control group
*car*: Extracellular calcium-sensing receptor
*casp8*: Caspase-8
*casq2*: Calsequestrin-2
*ccr7*: C-C chemokine receptor type 7
chol: Cholesterol
CI: Cardiac index
*col11a1*: Collagen alpha-1(XI) chain
DEGs: Differentially expressed genes
*dmrt2b*: DM-related transcriptional factor 2b
DO: Dissolved oxygen
*fga*: Fibrinogen alpha chain
GH: Growth hormone
*ghr1*: Growth hormone receptor 1
*ghr2*: Growth hormone receptor 2
gluc: Glucose
GO: Gene ontology
*grb*: Granzyme B
*hapln1*: Hyaluronan and proteoglycan link 1
Hct: Hematocrit
HSI: Hepatosomatic index
HW: Heart weight
I: Index
*igf1ra*: Insulin-like growth factor 1 receptor a
*igf1rb*: Insulin-like growth factor 1 receptor b
IGF1: Insulin-like growth factor 1
II: Intestinal index
*irf9*: Interferon regulatory factor 9
IW: Intestinal weight
K: Condition factor
klhl41: Kelch 41
lact: Lactate
LW: Liver weight
MFI: Mesenteric fat index
MFW: Mesenteric fat weight
*mhcI*: MHC class I
*MHCIIβ*: MHC class II antigen beta
*prkag1*: 5-AMP-activated kinase subunit gamma-1
*prxl2b*: Prostaglandin 5 synthase
*rabgef1*: rab5 GDP GTP exchange factor
RIA: Radiommunoassay
RNAseq: RNA sequencing
SI: Spleen index
SL: Standard lengh
SL s^−1^: Standard length per second
*ssu*: RNA polymerase II subunit A C-terminal domain phosphatase
SW: Spleen weight
tg: Triglyceride
*tn*: Troponin
W: Weight
*zscan22*: Zinc finger and SCAN domain-containing 22-like isoform X1

How the deposited data were processed for this re-analysis (not part of the article)

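White muscle of 9 gilthead seabream was measured by RNAseq, from 3 fish kept at minimal flow (the controls), 3 fish swimming at 1 BL s-1 and 3 fish swimming at 2 BL s-1, each fish a separate animal and each group from 1 tank. According to the paper and the submitters' processing notes, the authors prepared stranded mRNA libraries, aligned the paired reads to the gilthead seabream genome with TopHat2 2.0.13, left out secondary alignments with SAMtools 1.2, counted fragments per gene model with HTSeq 0.6.1p1 and compared the groups with DESeq. The paper links the genome assembly at NCBI and gives no build name. Beyond the removal of secondary alignments, the handling of reads with several matches and the strand setting of the counting are not given in the sources used here, so gene models that share reads with a near-identical copy, or lie antisense to another, are uncertain. The authors deposited 1 table for each pair of groups. Its counts are the authors' raw numbers of fragments per gene model and fish, not normalized. Its normalized signal values are the authors' means over 3 fish of the counts divided by the DESeq size factors of that table. Its fold changes are the authors' ratios of these means, listed as infinite where the reference group had no count. Its p-values are those of the authors' DESeq test, unadjusted and adjusted by Benjamini-Hochberg.

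Each table holds 61849 gene models, of which 14465 had a count in at least 1 fish and 47384 had none. The counts of a fish were the same in both tables that hold it, with 0 values that differed, and 2 columns without a sample label were not used. Gene models are named by the identifiers and descriptions of the tables, some of which lack words such as protein, and 1327 of the 61849 had no usable description. No coordinates were used. The median total count per fish was 4820369 in the controls, 4253795 at 1 BL s-1 and 4165037 at 2 BL s-1. No pair of fish differed by as little as the sampling noise (lowest chi-square per degree of freedom 11.3). For gene models with few counts, ratios are given with 95% counting intervals, and against a group without counts a floor of 3 counts over the group was used. The intervals cover counting error only. Ratios against the floor take the counts of the other group as exact.

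The counts were tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood test on the 6 fish of each comparison, with TMM normalization and the low-count filter filterByExpr. The filter kept 3902, 3947 and 3963 gene models for 1 BL s-1 vs. controls, 2 BL s-1 vs. controls and 2 vs. 1 BL s-1. Calls are given at an unadjusted p of 0.05, the paper's choice, and at a Benjamini-Hochberg adjusted p of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Normalized counts are counts divided by the TMM factor times the library size, scaled to a geometric mean of 1. They were scaled over the 6 fish of a comparison, or over all 9 fish for values of single fish. Principal components were computed on log2 values with a prior count of 2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all other steps. The edgeR test was checked on counts simulated from these fish. Each gene model was drawn independently, which leaves out shifts that many gene models share within a fish. The shares recovered therefore do not show what would be found in the real counts. For 1 BL s-1 vs. controls (3686 gene models), 66.7% of gene models changed 2-fold and 97% of those changed 4-fold passed the unadjusted threshold, and 11.7% and 79.1% the adjusted one. For 2 BL s-1 vs. controls (3734 gene models) these shares were 61.9%, 100%, 20.6% and 97%, and for 2 vs. 1 BL s-1 (3783 gene models) 61.5%, 98.5%, 12.3% and 81.5%. Of the simulated gene models past the adjusted threshold, 6 of 135, 19 of 166 and 9 of 137 were unchanged ones, more than the nominal 5% in the last 2 comparisons.

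Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation as an alternative, and with fry, adjusted over the 27 lists tested. The lists are regular expressions on the descriptions, 21 for pathways and complexes and 8 for markers of other cells and tissues. They cover the fast muscle contractile apparatus, calcium handling, glycolysis, the respiratory chain and ATP synthase, the citric acid cycle, fatty acid uptake and oxidation, cytosolic ribosomal proteins, the proteasome and atrogenes, heat shock proteins and chaperones, myogenic regulation, the GH and IGF axis, the kelch family, MHC antigen presentation, the interferon response, the extracellular matrix, cartilage and bone, angiogenesis and endothelium, the circadian clock, immediate early and acute stress genes, voltage-gated sodium channels and histones, and slow and red muscle, red blood cells, leukocytes, adipocytes, liver and plasma, skin and epithelium, nerve and glia, and fibroblasts and tendon. Histones and adipocytes had under 5 tested members and were not tested. The genes named are those of Tables 3, 4 and 5 and of the RNAseq text, whose values in the supplementary tables had been seen when the rule was written; per comparison the 10 that rose and the 10 that fell with the smallest p, a mean of at least 20 normalized counts in the higher group, a description and no overlap between the fish; per list 2 to 4 tested members with the smallest p and the most abundant one; and GH receptors, IGF1 receptors and myostatin.

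The gene models of the authors' own calls were taken from the deposited tables at an unadjusted p-value below 0.05 (97 and 75), because the copy of Table S1 used here holds 96 of the 97. The number of common gene models was compared with 100 simulations of unchanged groups with 3 shared controls and with 100 arrangements of the 9 fish. In the simulations all 9 fish were drawn anew and each gene model independently. The alternatives were DESeq size factors, DESeq2 1.42.0, limma-trend with pseudocounts of 1, 0.5 and 5, no low-count filter, a mean of at least 20 normalized counts, all 9 fish in one fit, the replicate number as a block, gene models of identical description summed, the authors' p-values over the gene models kept, and each fish left out in turn. With 1 fish of a group left out, 2 remain. Groups, comparisons, tests, lists, the rule for named genes and these alternatives were set before the data were examined. The paper's tables of called genes had been seen by then. The lists of antigen presentation, the kelch family, myogenic regulation, voltage-gated sodium channels, and cartilage and bone contain words for genes of those tables. So do those of the fast muscle contractile apparatus, calcium handling, the interferon response and the extracellular matrix. The lists of angiogenesis and endothelium, histones, leukocytes, and liver and plasma contain such words too. Results of such genes are not independent of the authors' calls. A fit without control fish 2 and fish 3 at 1 BL s-1, 3 further lists (long transcripts, short transcripts and digestive enzymes) and the tests of single fish were chosen after seeing the data. Long and short transcripts were taken by the proteins that they are known to encode, since no transcript lengths were used here. A separate table of annotated genes was not used here, and the growth, tissue weight, plasma, cortisol and RT-PCR measurements of the paper were not analysed here.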

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

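The tests of the explanations weighed here for fish 3 at 1 BL s-1, for transcripts of other tissues and for Kelch 41 were chosen only after the results had been seen, and the tests of gene lists between the treatments were planned.

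Fish 3 at 1 BL s-1 stood apart from the other 8 fish on the first principal component, and control fish 2 on the second (16.8% of the variance, at 35.8). In this fish the median log2 deviation of 30 long transcripts minus that of 45 short ones, taken by the proteins they encode because lengths were not used here, was −1.15, with 16 of the long ones at their lowest and 22 of the short ones at their highest, and over the 16 long and 44 short ones not looked at before the lists were written it was −1.0, where the other 8 fish lay between −0.10 and 0.33. The values argue against lower sequencing depth, since 3 fish with a smaller total count had more gene models with a read than the 7780 of this fish, and against a response of that size in the whole group, since fish 1 and 2 at 1 BL s-1 lay at −0.15 and 0.05, with 1 of them below the controls (0.00 to 0.35) and neither near −1.15. A loss of reads from long transcripts had the values it needs and lower RNA integrity may be a source of it, a hypothesis from the same fish, against which run the RIN values of intact RNA that the paper gives for its samples in general, and a state of this single fish stays open and untested. Without this fish and control fish 2, edgeR called 213 of 4181 gene models at the unadjusted threshold (106 higher and 107 lower, 209 by chance) and 0 at the adjusted one, with a smallest adjusted p of 0.093.

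Several genes that the paper does not report had at least 200 normalized counts in 1 exercised fish and at least 20 times those of every control. In fish 2 at 2 BL s-1, troponin slow skeletal and cardiac muscles-like had 363 normalized counts (at most 9.15 in a control and 46.5 in another exercised fish). The fast myosin heavy chain model Sa_9769.1.1 had 1070 in the same fish (at most 14.2 and 5.17), myosin light chain 3 had 302 (12.2 and 25.8) and myosin-7-like 204 (2.03 and 5.17). In fish 3 at 2 BL s-1, collagen alpha-1(X) had 6254 (84.1 and 198), papilin-like 1097 (14.2 and 21.8), collagen alpha-2(V) 470 (22.4 and 28.7) and the gene model described as lysine 6-oxidase 260 (3.05 and 7.75). Trypsinogen 1 had 403 in fish 3 at 1 BL s-1 (19.5 and 50.7).

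Of 22 gene models of the slow and red muscle list with a count in the other 8 fish, taken without those named above for single fish, 8 (36.4%) were highest in fish 2 at 2 BL s-1 (at most 4 in another fish), and 5 of the 22 had counts in all 9 fish. Among these 5 was the abundant alpha cardiac model, at 470554 in this fish, lower than in the other 8. The word cardiac placed it in the list, and it held 16% of all counts of these white muscle samples. Its level therefore does not speak for or against slow fibres. This share leaves slow fibres in that sample open. Of 26 digestive enzymes, taken without trypsinogen 1, 18 (69.2%) were highest in fish 3 at 1 BL s-1 (at most 3 in another, 2 with counts in all 9 fish), but 15 of the 18 had been looked at in these fish before the list was written, so that the share decides nothing, and the enzymes took 0.0247% of the counts of that fish against at most 0.00495%, and of 93 gene models of cartilage, bone and skin 26 (28%) were highest in fish 3 at 2 BL s-1 (at most 17 in another, 30 with counts in all 9 fish), but not the abundant keratin model Sa_51309.1.1 (1072 normalized counts, 564 to 1429 in the others). For all 3 sets a response of the whole group cannot be told apart from tissue of a single sample, as 0% (of 7 slow muscle members), 20% (2 of 10 digestive enzymes) and 25% (3 of 12) of the members with at least 20 normalized counts that were highest in the fish were also higher in both other fish of its group than in every control (17.2%, 5 of 29, in a first test of the 3 sets together that was later split), but they were taken for being highest in that fish, and most lay near 0 in the others, with a mean of at least 20 over the other 8 fish in 0 of 7, 1 of 10 and 5 of 12. Slow fibres, skin, scale or bone, and pancreas thus stay open as sources of these transcripts, with dissection as the one step that would keep other tissue out.

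Kelch 41, which the authors singled out on these same fish, had counts in all 6 exercised fish and in none of the 3 controls. A fixed share of reads of kelch 41b counted as Kelch 41 cannot be told apart from expression of its own, since the share among the 3 fish at 2 BL s-1 (33 counts beside 12334) differed with a permutation p = 0.0019, short of the bound of 0.001 set for it, and at 1 BL s-1 the permutation p was 0.0525 (10 counts beside 14445), both against counting error only. Over all 9 fish the permutation p was 1e-05, the smallest that 100000 draws can give (43 counts beside 41265), a value that rests on the controls without counts that had raised the question and decides nothing. A response to the swimming speed (Spearman's rho 0.86 with the order of the groups, 0.86 to 0.91 with other scalings, not independent evidence for a gene picked on these fish) cannot be told apart from a difference between tanks, because each speed had 1 tank.

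Between the treatments, 5 gene lists differed by limma's camera at its preset correlation of 0.01, and none of them with an estimated correlation (adjusted p = 0.65 for each). The estimated correlations of these lists ran from −0.0205 (kelch family) to 0.858 (ribosomal proteins). By fry the kelch family alone passed (adjusted p = 0.0381). The fry values were 0.576 for the respiratory chain and 0.894 for the ribosomal proteins. Of 51 gene models of the respiratory chain and ATP synthase 2 were lower at 2 than at 1 BL s-1 and none higher, none of them when adjusted over the list alone (median log2 fold change −0.31, −0.22 without fish 3 at 1 BL s-1, adjusted p = 3.68e-10, 6.48e-15 to 5.53e-05 under other settings). Of 40 cytosolic ribosomal proteins 2 were lower and none higher, none when adjusted over the list alone (median −0.42, −0.12 without fish 3 at 1 BL s-1, adjusted p = 1.54e-11, 0.0018 without that fish and as low as 3.17e-15 under other settings). Of 22 gene models of the kelch family 4 were higher and none lower, 2 of them also when adjusted over the list alone (median 0.24, adjusted p = 0.0175, 0.0746 without fish 1 at 1 BL s-1, 0.0975 without fish 1 at 2 BL s-1 and as low as 0.00896 under other settings). Of 8 voltage-gated sodium channels 1 was higher and none lower, none when adjusted over the list alone (median 0.41, 0.07 without fish 3 at 1 BL s-1, adjusted p = 0.025, 0.958 without fish 3 at 1 BL s-1, 0.118 without fish 2 at 2 BL s-1, 0.0659 with a mean of at least 20 normalized counts and as low as 0.00547 under other settings). Of 5 gene models of the liver and plasma list apolipo C-I-like was lower, also when adjusted over the list alone, and none was higher (median −0.41, adjusted p = 0.00229, 0.163 without fish 3 at 1 BL s-1 and as low as 0.002 under other settings), and 3 of the 5 are parvalbumins of muscle. Without fish 3 at 1 BL s-1 or fish 1 or 3 at 2 BL s-1 none of the 4 calls of respiratory chain and ribosomal gene models was kept (log2 fold change −0.25 to −0.65), the sodium channel call was lost without fish 2 or 3 at 1 BL s-1 or fish 2 at 2 BL s-1 (1.10, 0.85 and 0.95), and 2 of the 4 kelch calls were kept without fish 3 at 2 BL s-1. In fish 3 at 1 BL s-1 short transcripts were high (median log2 deviation 0.27) and long ones low (−0.89).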

How the results depend on the processing

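The splits of the fish into other groups, and the settings for genes named from gene lists, were chosen only after the results had been seen. For 1 BL s-1 vs. controls, 2 BL s-1 vs. controls and 2 vs. 1 BL s-1, the counts of differentially expressed genes at the unadjusted threshold (157, 176 and 168) stayed within 1.5 times under DESeq size factors, DESeq2, limma-trend, a mean of at least 20 normalized counts, all 9 fish in one fit and summed descriptions. Without a low-count filter they were 527, 565 and 633, and 47, 92 and 72 passed the adjusted threshold, where edgeR with the filter called 0. With the authors' p-values over the gene models kept they were 56, 48 and 54. DESeq2 called 0, 1 and 2 at the adjusted threshold and limma-trend none. The cause was not tested for any of these. Common gene models (28) were 125 without a filter, 7 with the authors' p-values, and 3 and 0 under the stricter thresholds of an unadjusted p of 0.01 and an adjusted p of 0.05. Of the 50 entries of the paper's tables, chosen on these same fish, 31 could be tested, and without a filter all 50 passed in the paper's direction. Gene lists past the adjusted threshold (4, 4 and 5) were 0, 0 and 0 with an estimated correlation, and 3 in 2 vs. 1 BL s-1 with a mean of at least 20 normalized counts. By fry, for a shift in one direction, antigen presentation passed at 1 BL s-1 (adjusted p = 0.0217) and liver and plasma at 2 BL s-1 (0.0289). In 2 vs. 1 BL s-1 the kelch family did (0.0381), and no other list passed in any comparison. With each fish left out in turn, called genes ranged from 125 to 229 at 1 BL s-1, from 117 (without fish 3) to 273 (without fish 1 of the group) at 2 BL s-1, and from 120 to 299 (without fish 1 at 1 BL s-1) in 2 vs. 1 BL s-1, with 0 past the adjusted threshold by edgeR in each. Common gene models ranged from 18 (without fish 3 at 2 BL s-1) to 72 (without control fish 1), and entries of the paper's tables from 25 to 35. Called lists ranged from 2 (without control fish 1) to 5 at 1 BL s-1, from 1 (without control fish 3) to 5 at 2 BL s-1, with 2 without control fish 1, or fish 2 or fish 3 of the group, and from 4 to 8 (without fish 2 at 2 BL s-1) in 2 vs. 1 BL s-1. Over genes and settings, single calls stayed past the threshold in the same direction in 2134 cases and were lost in 497, and 1 reversed, type II cytoskeletal 8-like (Sa_16613.1.1) at 2 BL s-1, at −0.37 without fish 3 of the group and up to 3.36 without control fish 1. List calls held in 93 cases and were lost in 35. Of the 40, 59 and 39 list members past the unadjusted threshold, DESeq2 kept 29, 29 and 32, and 24 to 31, 24 to 45 and 20 to 31 were kept with a fish left out, with 15, 9 and 13 kept whichever fish was left out. The share of the authors' genes whose fish do not overlap (10% by chance) was 85.6% to 90.7% at 1 BL s-1 and 84.5% to 88% at 2 BL s-1. The replicate numbers share no animal, and deviations of fish with the same number correlated by 0.12, 0.18 and 0.02 (controls and 1 BL s-1), 0.04, 0.06 and 0.02 (controls and 2 BL s-1) and −0.03, 0.13 and 0.14 (1 and 2 BL s-1). Of 6 fish, 6 correlated best with their own number between controls and 2 BL s-1, 4 between controls and 1 BL s-1, where control fish 3 and fish 3 at 1 BL s-1 missed it by less than the digits given, and 3 between the treatments, a hint from the data, not the design, and with the number as a replicate block 161, 183 and 178 genes and 33 common ones were called. The 10 splits of 6 fish are too few for a share under 0.05. The real and the highest other split called 157 and 262 genes at 1 BL s-1, 176 and 341 at 2 BL s-1, 168 and 248 in 2 vs. 1 BL s-1, and 4 and 5, 4 and 8, and 5 and 6 lists. Of 100 arrangements of the 9 fish, 63 gave at least the 28 common gene models (highest 109), so chance is not excluded for that number, and part of it may come from the shared controls, which are too few to be split. Depth limits the genes of low counts, as 41 of 97 and 27 of 75 gene models of the authors' calls fell below the filter.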

Differences from the paper's values

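No test in this part was chosen after its result was seen, and the alternatives named were set before the data were examined. All counts are at an unadjusted p below 0.05. At 1 BL s-1 the paper gives 97 differentially expressed genes and edgeR called 157 here, and the values fell within 1.5 times of the paper's with DESeq2 (114), with a mean of at least 20 normalized counts (108) and without control fish 3 (125), and with no other alternative. Of those higher, the paper gives 44 and 77 were called here, with 53, 54 and 65 under the same 3 alternatives and no other within 1.5 times. Of those lower, the paper gives 53 and 80 were called here, with 61, 54 and 60 under these alternatives, 50 without control fish 2 and 78 without fish 3 at 1 BL s-1, and no other within 1.5 times. The paper gives 75 at 2 BL s-1 and 176 were called here, and no alternative fell within 1.5 times (121 with DESeq2, 117 without fish 3 at 2 BL s-1 and 48 with the authors' p-values over the gene models kept). Of those higher, the paper gives 43 and 69 were called here, with 48 by DESeq2, 61 and 60 by limma-trend with pseudocounts of 1 and 0.5, 51 with a mean of at least 20 normalized counts, 62 with identical descriptions summed and 56 without fish 3 at 2 BL s-1, and no other within 1.5 times. Of those lower, the paper gives 32 and 107 were called here, and 24 with the authors' p-values was the one value within 1.5 times.

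The paper gives 10 common genes and 28 were called here, and 7 with the authors' p-values was the one value within 1.5 times. Of genes higher at 1 BL s-1 alone, the paper gives 40 and 66 were called here, with 42 by DESeq2, 45 with a mean of at least 20 normalized counts, 60 with the replicate block, 53 without control fish 3 and 55 without fish 3 at 1 BL s-1, and no other within 1.5 times. Of genes called at 2 BL s-1 alone, the paper gives 65 and 148 were called here, with 97 by DESeq2 as the one value within 1.5 times. Of those lower at 2 BL s-1 alone, the paper gives 26 and 90 were called here, with 20 by the authors' p-values as the one value within 1.5 times.

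Of the 97 and 75 gene models of the authors' deposited tables, 56 and 48 passed the low-count filter and 49 and 46 were called here, and 108 and 130 gene models were called here that the authors' tables do not list below that p-value. Of the 50 entries of Tables 3, 4 and 5, 31 were tested and called in the paper's direction, and without the filter all 50 were. These entries were chosen on the same fish, so their direction here is not independent evidence. The paper lists the sodium channel type 4 subunit alpha B-like gene as common to both treatments, where the tables hold different gene models under that description (Sa_26952.1.1 at 1 BL s-1 and Sa_27160.1.1 at 2 BL s-1), so that 9 gene models are in both tables by identifier.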

Other observations

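The refits of genes named from gene lists under other settings, and the fit without both control fish 2 and fish 3 at 1 BL s-1, were chosen only after results had been seen, and the other tests in this part were planned. Of 16 immediate early and acute stress genes 2 rose and 2 fell at 2 BL s-1, and of 11 circadian clock genes 1 rose and 1 fell, with none past the threshold when adjusted over the list alone, and at 1 BL s-1 none of 16 and none of 11 passed. Krueppel-like factor 9, a transcription factor induced by glucocorticoids, went from 260 ± 334 normalized counts in the controls to 48.3 ± 33.3 at 2 BL s-1 (SD, n = 3 fish each), a log2 fold change of −2.42 (standard error 0.88, adjusted p = 0.996 by edgeR). It was −0.50 without control fish 2 and −3.14 without fish 1 at 2 BL s-1, and the call was lost without control fish 2 or fish 2 or 3 at 2 BL s-1 (−2.25 and −2.09 for the last ones). GADD45 gamma fell to 0.452 of the control level, a call lost without control fish 2 (−0.70) or fish 2 or 3 at 2 BL s-1 (−0.97 and −0.93). Dual specificity phosphatase 10, which acts on stress-activated MAP kinases, rose 2.35-fold, lost without control fish 1 or 3 (1.23 and 0.95) or fish 2 or 3 at 2 BL s-1 (0.67 and 1.22). Immediate early response 3-interacting 1, a protein of the endoplasmic reticulum that its description placed in the list, rose 2.19-fold, lost without control fish 1 or 3 (0.95 and 0.98) or fish 2 at 2 BL s-1 (0.94). Of the clock genes, the CLOCK-like gene model rose 1.76-fold (20.6 ± 7.19 to 36.4 ± 3.84), lost without control fish 1 or 3 (0.55 and 0.93) or any one of the 3 fish at 2 BL s-1 (0.84, 0.72 and 0.87). Nuclear factor interleukin-3-regulated-like, a repressor of the clock, fell from 1067 ± 759 to 462 ± 192, lost without control fish 2 (−0.45) or fish 2 or 3 at 2 BL s-1 (−1.30 and −0.91). With limma-trend the calls of Krueppel-like factor 9 (−1.74) and dual specificity phosphatase 10 (1.02) were also lost, and with DESeq2 that of the CLOCK-like gene model (0.81).

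Between the treatments, which the paper does not compare gene by gene, edgeR called 168 of 3963 gene models at the unadjusted threshold (78 higher and 90 lower at 2 BL s-1, 198 by chance) and 0 at the adjusted one, and DESeq2 called 132 and 2. The fast myosin heavy chain model Sa_24470.1.1 had the smallest p, at 890 ± 406 normalized counts at 1 BL s-1 and 156 ± 54 at 2 BL s-1 (SD, n = 3 fish each), a log2 fold change of −2.51 (standard error 0.42, adjusted p = 0.802 by edgeR, 2.24e-06 by DESeq2, and 2.93e-15 without the low-count filter to 0.999 under other settings). L-serine dehydratase was the other one called by DESeq2 (adjusted p = 0.00658, 9.54e-15 without the low-count filter to 1 under other settings). Higher at 2 BL s-1 were transmembrane 106B of lysosomes (2.11-fold), kelch 24 (2.79-fold, 77.3 ± 43.6 to 217 ± 54.7), kelch repeat and BTB domain-containing 12-like (2.38-fold), polyhomeotic 2 of the Polycomb group (2.71-fold), angiopoietin-related 4-like (1.98-fold), collagen alpha-1(XI) (2.47-fold), proline-serine-threonine phosphatase-interacting 1-like (2.79-fold), guanylyl cyclase-activating 2-like (2.94-fold) and the ubiquitin ligase MARCH7 (2.0-fold). Lower were solute carrier family 25 member 33, a mitochondrial carrier (0.324 of the level at 1 BL s-1), the kinase SBK1-like (0.526), a mitochondrial enoyl-hydratase domain protein (0.433), myosin-binding fast-type-like (0.49), amyloid beta A4 (0.467), JMJD6 (0.421) and Krueppel-like factor 9 (0.237, a log2 fold change of −2.08 that was −1.27 without fish 3 at 1 BL s-1 and −2.81 without fish 1 at 2 BL s-1). Each of these genes named as higher or lower had an adjusted p = 0.897 by edgeR, and an absence of overlap between the fish was part of the rule by which they were named.

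Of the gene lists between the treatments, 4 of 50 of the fast muscle contractile apparatus were lower (1 when adjusted over the list alone), 4 of 24 of fatty acid uptake and oxidation, 1 of 14 of the interferon response and 1 of 6 of slow and red muscle, with none higher. In the extracellular matrix 4 of 66 were higher and 1 lower, in cartilage and bone 2 of 16 and 1, in myogenic regulation 1 of 19 and 2, in glycolysis 1 of 25 and 2, in immediate early genes 1 of 17 and 2, in the circadian clock 1 of 10 and 1, and in fibroblasts and tendon 1 of 10 and 1. In angiogenesis 1 of 15 and in red blood cells 1 of 6 were higher and none lower. None passed of 26 of calcium handling, 17 of the citric acid cycle, 28 of the proteasome and atrogenes, 41 heat shock proteins, 5 of the GH and IGF axis, 9 of antigen presentation, 17 leukocyte markers, 6 of skin and 7 of nerve. Apart from the first, no member of these lists passed when adjusted over the list alone. Some lists passed limma's camera with a fish left out and not with all fish (adjusted p = 0.079 to 0.644 with all fish). The extracellular matrix was higher and the proteasome and atrogenes lower without fish 1 at 2 BL s-1 (0.0024 and 0.0325), and the fast muscle apparatus was lower without fish 3 at 1 BL s-1 (0.00339) or fish 2 at 2 BL s-1 (0.0117). Fatty acid uptake and oxidation was lower without fish 1 at 1 BL s-1 (0.0365) or fish 2 at 2 BL s-1 (0.0306), and the interferon response without fish 2 at 1 BL s-1 (0.0431). Antigen presentation was lower without fish 2 or 3 at 2 BL s-1 (0.029 and 0.0116), and slow and red muscle without fish 2 at 2 BL s-1 (0.0117).

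In the GH and IGF axis, a gene model of insulin-like growth factor-binding 5 rose at 1 BL s-1, 1 of 6 gene models with none lower (13.7 ± 5.12 to 26.3 ± 5.47 normalized counts, SD, n = 3 fish each), and was lost without control fish 1 or 3 (log2 fold change 1.08 and 0.65) or fish 2 or 3 at 1 BL s-1 (0.90 and 0.80) and with DESeq2 (0.95), and none of 5 passed at 2 BL s-1, with none adjusted over the list alone in either. Another model of that description, Sa_11926.1.1, did not rise. On the scale of the 9 fish it had 18.1 ± 4.35 normalized counts in the controls, 16.3 ± 11.2 at 1 BL s-1 and 10.3 ± 2.37 at 2 BL s-1. The growth hormone receptor type 2 gene model Sa_4266.3.1 had 3, 7 and 1 counts in the controls, none at 1 BL s-1 and 1, 0 and 0 at 2 BL s-1. Of 2 IGF1 receptor models with as few counts, Sa_13883.2.1 had 1, 3 and 1 in the controls, 5, 3 and 0 at 1 BL s-1 and 2, 1 and 0 at 2 BL s-1, and Sa_14517.12.1 had 1, 2 and 2, then 1, 2 and 0, and 3, 3 and 5 at 2 BL s-1, every fish above every control (exact permutation test, two-sided p = 0.1, the smallest that 3 fish against 3 allow). Myostatin had 701, 303 and 206 counts at 2 BL s-1 against 333, 337 and 426 in the controls, a log2 fold change of 0.10 (standard error 0.38, adjusted p = 0.996 by edgeR). It was higher at 2 than at 1 BL s-1 at the unadjusted threshold (2.07-fold, standard error 0.44 on the log2 scale, adjusted p = 0.897), with overlap between the fish. That call was lost without fish 2 at 1 BL s-1 (log2 fold change 0.83), fish 1 at 2 BL s-1 (0.40) or fish 1 at 1 BL s-1 (1.0), and with limma-trend (0.90).

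Among markers of other tissues, 1 of 6 of red blood cells rose and 1 fell at 1 BL s-1, both also when adjusted over the list alone, and 1 of 6 fell at 2 BL s-1, not when adjusted over the list alone. Hemoglobin subunit alpha-A rose 2.87-fold at 1 BL s-1 (167 ± 51.3 to 480 ± 371, log2 fold change 1.52, 0.67 without fish 3 of the group, and lost at 0.48 without both that fish and control fish 2). The one that fell in both treatments, nuclear factor erythroid 2-related factor 1-like, is a transcription factor that the wording of its description placed in the list, with a log2 fold change of −3.46 at 1 BL s-1 (−1.71 without control fish 2) and −2.19 at 2 BL s-1 (lost without control fish 2, −0.44, or any one of the 3 fish at 2 BL s-1, −1.99 to −2.49, and with DESeq2 or limma-trend). In skin and epithelium type II cytoskeletal 8-like (Sa_16613.1.1) rose at 2 BL s-1, 1 of 6, not when adjusted over the list alone (54.8 ± 32.5 to 379 ± 582, log2 fold change 2.78, −0.37 without fish 3 of the group, and lost without control fish 2 or 3, 2.51 and 2.59, or with DESeq2 or limma-trend), and none of 6 passed at 1 BL s-1. In slow and red muscle none of 5 passed at 1 BL s-1 and 1 of 5, the alpha cardiac model, fell at 2 BL s-1, not when adjusted over the list alone. The word cardiac placed this model in the list, and it held 16% of all counts of these white muscle samples. None of 8 and none of 7 nerve and glia genes passed. Skin genes took between 0.0366% and 0.0978% of the counts of a fish.

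Other genes named by the rule of a small p and no overlap between the fish were lower at 1 BL s-1, the RPB1 partial gene model of RNA polymerase II at 0.375, GTP-binding 2 at 0.425 and inositol-trisphosphate 3-kinase A at 0.558 of the control level, the last of which was lost without both control fish 2 and fish 3 at 1 BL s-1 (log2 fold change −0.57). NudE-like 1-B was at 0.458 and the metalloreductase STEAP4 at 0.222 of the control level at 2 BL s-1, the latter with a log2 fold change of −2.17 that was −1.25 without control fish 2. The KIAA0319 homolog rose 2.26-fold, ribonuclease kappa 1.94-fold and apoptogenic mitochondrial 2.17-fold at 2 BL s-1.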
